# Streptozotocin induces renal proximal tubular injury through p53 signaling activation

**DOI:** 10.1038/s41598-023-35850-w

**Published:** 2023-05-29

**Authors:** Kunihiro Nakai, Minato Umehara, Atsushi Minamida, Hiroko Yamauchi-Sawada, Yasuto Sunahara, Yayoi Matoba, Natsuko Okuno-Ozeki, Itaru Nakamura, Tomohiro Nakata, Aya Yagi-Tomita, Noriko Uehara-Watanabe, Tomoharu Ida, Noriyuki Yamashita, Michitsugu Kamezaki, Yuhei Kirita, Eiichi Konishi, Hiroaki Yasuda, Satoaki Matoba, Keiichi Tamagaki, Tetsuro Kusaba

**Keywords:** Cell signalling, Mechanisms of disease, DNA damage and repair, Acute kidney injury, Toxin-induced nephropathy, Chemotherapy

## Abstract

Streptozotocin (STZ), an anti-cancer drug that is primarily used to treat neuroendocrine tumors (NETs) in clinical settings, is incorporated into pancreatic β-cells or proximal tubular epithelial cells through the glucose transporter, GLUT2. However, its cytotoxic effects on kidney cells have been underestimated and the underlying mechanisms remain unclear. We herein demonstrated that DNA damage and subsequent p53 signaling were responsible for the development of STZ-induced tubular epithelial injury. We detected tubular epithelial DNA damage in NET patients treated with STZ. Unbiased transcriptomics of STZ-treated tubular epithelial cells in vitro showed the activation of the p53 signaling pathway. STZ induced DNA damage and activated p53 signaling in vivo in a dose-dependent manner, resulting in reduced membrane transporters. The pharmacological inhibition of p53 and sodium-glucose transporter 2 (SGLT2) mitigated STZ-induced epithelial injury. However, the cytotoxic effects of STZ on pancreatic β-cells were preserved in SGLT2 inhibitor-treated mice. The present results demonstrate the proximal tubular-specific cytotoxicity of STZ and the underlying mechanisms in vivo. Since the cytotoxic effects of STZ against β-cells were not impaired by dapagliflozin, pretreatment with an SGLT2 inhibitor has potential as a preventative remedy for kidney injury in NET patients treated with STZ.

## Introduction

Streptozocin/Streptozotocin (STZ), a glucose analog, is classified as an anti-cancer drug of alkylating agents and is one of the major classes of cytotoxic drugs that are primarily used to treat neuroendocrine tumors (NETs)^1,2^. STZ is incorporated into pancreatic β-cells through glucose transporter type 2 (GLUT2), thereby promoting DNA damage, reactive oxygen species (ROS) production, mitochondrial dysfunction, and subsequent apoptosis^3–5^. Based on the findings of clinical trials, the combination of STZ and 5-fluorouracil is commonly used to treat patients with well-differentiated NETs^6,7^.

Due to the high expression of GLUT2 in the liver and kidneys, common side effects of STZ occur in these organs^2,8^. Besides renal dysfunction, hypophosphatemia and renal glycosuria sometimes develop in patients treated with STZ^9^. Non-diabetic glycosuria or hypophosphatemia due to hyperphosphaturia is caused by decreases in sodium-glucose transporters or sodium-phosphate co-transporters, respectively, which are predominantly expressed at the apical membrane of proximal tubular epithelial cells. Since the loss of or a decrease in brush border membrane transporters is an initial response of acute kidney injury^10–13^, glycosuria or hypophosphatemia after STZ treatment may reflect the latent proximal tubular injury, which is underestimated or ignored in clinical settings.

In experimental fields, STZ is commonly used as a diabetogenic agent to destroy pancreatic β-cells, resulting in the development of type 1 diabetes^14,15^. However, in analyses of renal phenotypes in STZ-induced type 1 diabetic mice, one potential concern is renal toxicity induced by the administration of STZ^14–16^. Another concern is that susceptibility to STZ varies among rodent types and genetic backgrounds^15^. Therefore, optimizing the dose or schedule of the administration of STZ may prevent its nephrotoxicity^15^; however, difficulties are associated with establishing whether the renal phenotypes in STZ-induced type 1 diabetic mice are attributed to high blood glucose or direct cytotoxicity by STZ^16^.

In consideration of the increased usage of STZ to treat NETs, a more detailed understanding of the underlying mechanisms of renal toxicity by STZ is essential for preventing its adverse effects. Although experimental findings on STZ-induced nephrotoxicity have already been reported^16–19^, the underlying molecular mechanisms remain unclear. In the present study, we performed unbiased transcriptomics on STZ-treated tubular epithelial cells in vitro as well as in in vivo experiments, with a focus on DNA damage and subsequent p53 signaling.

## Results

### DNA damage to tubular epithelial cells in NET patients treated with STZ

We initially examined the renal phenotypes of eight NET patients treated with STZ in our institution. Average age and serum creatine levels were 62.0 ± 10.9 years and 0.87 ± 0.12 mg/dl, respectively (Supplementary Table 1). One patient developed diabetes after STZ treatment due to surgical resection of pancreas tumor. In comparisons with blood glucose levels at the time of urine collection, 7 out of 8 patients presented with inadequately positive urinary glucose. Five out of 7 patients and 6 out of 7 patients presented low serum phosphorus and low uric acid levels, respectively (Supplementary Table 1). Renal histology was evaluated in 2 patients. PAS and Masson trichrome staining showed moderate interstitial fibrosis and tubular injury characterized by the loss of the brush border and flattened tubular epithelial cells (Fig. 1). Since DNA damage is one of the major pathophysiologies among the cytotoxic effects induced by STZ, we performed immunostaining for γH2AX, a marker of DNA damage. γH2AX staining revealed positive nuclear staining in tubular epithelial cells in patients, whereas not in the uninjured control (Fig. 1).

**Figure 1:**
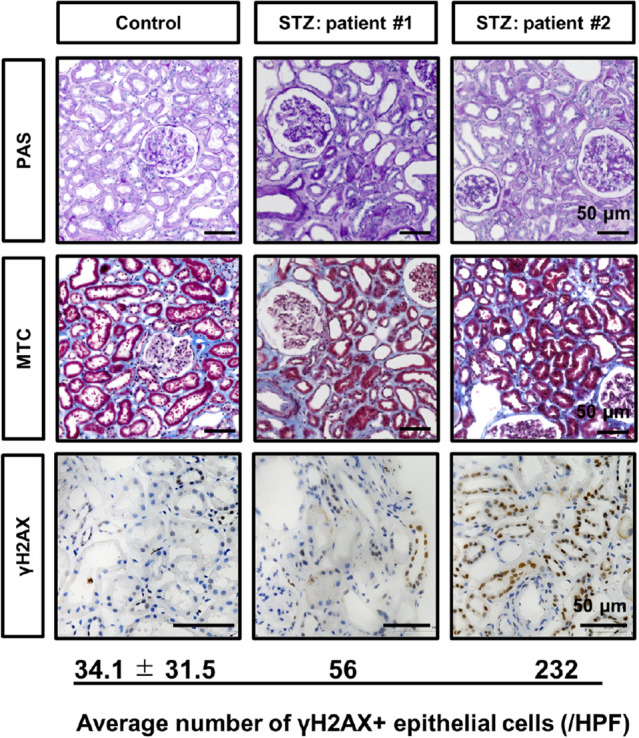
DNA damage in tubular epithelial cells in neuroendocrine tumor (NET) patients treated with STZ. Microscopic images of human kidney biopsy samples subjected to immunostaining for γH2AX as well as PAS and Masson trichrome staining. Number of γH2AX + tubular epithelia was counted high magnification pictures of three thin basement membrane disease patients as healthy control and two STZ-treated NET patients (#1 and #2). Data is means ± SD. Bar = 50 μm.

### p53 up-regulation in STZ-treated tubular epithelial injury in vitro

We examined the cytotoxic response to STZ in NRK52E cells, and found that STZ reduced cell viability in a dose-dependent manner (Fig. 2a). qPCR revealed that STZ did not increase the expression of the proximal tubular injury marker *Havcr1* (encoding Kim-1), but slightly reduced that of some mature tubular epithelial markers *Slc34a1*, and *Lrp2* (encoding NaPi2a and megalin, respectively) (Fig. 2b). To identify the responsible cell signaling for cytotoxicity of STZ, we then investigated differences in the transcriptome between NRK52E cells treated with 10 mM of STZ or vehicle for 24 h by RNA sequence. 

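NRK-52E is an established line of epithelial cells from the rat kidney, and STZ is a glucosamine-linked nitrosourea that alkylates DNA. RNA was sequenced from 3 samples of vehicle-treated cells (Control) and 3 samples of cells kept for 24 h in STZ at 10 mM. The authors mapped the reads to the rat genome (Rnor6) with STAR, counted the uniquely mapped reads of each gene with featureCounts, and deposited these counts without normalization. The deposited table listed 18930 genes, each with at least 1 read in the 6 samples. Total counts were 10430924, 10902792 and 12737131 in Control replicates 1, 2 and 3, and 13921413, 11658253 and 15191349 in STZ replicates 1, 2 and 3. The median was 10902792 in Control and 13921413 in STZ. Counts were scaled here by edgeR's TMM method, with factors between 0.988 and 1.02. Genes with few reads were removed by edgeR's filterByExpr function at its default settings, which left 11870 genes. The groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. The paper's text names edgeR and both thresholds but not the filter or the edgeR test, and the filter changed the number of genes called. Replicates were close to each other, with a common biological coefficient of variation of 3.25%. The text does not say whether they were separate cultures, so the spread given here is the spread between these samples.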

An unsupervised analysis of gene expression revealed 266 out of 18,930 genes that exhibited differential expression between two groups (false detection rate-corrected *p*-value < 0.05, absolute fold change > 2) (Fig. 2c).

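Of the 11870 genes tested, 400 were differentially expressed, 268 higher and 132 lower in STZ-treated cells than in vehicle-treated cells. The adjusted p-value alone was under 0.05 for 6046 genes, 3070 higher and 2976 lower, so the fold-change threshold set the number of genes called. At that threshold the balance depended on the scaling, with 2664 genes higher and 3485 lower under library size only and 2830 higher and 3252 lower under the upper quartile. When only genes with at least 10 counts in every sample were tested, 249 of 11297 genes were differentially expressed. Among differentially expressed genes whose groups did not overlap and whose mean was at least 50 normalized counts, Svop, Pinlyp, Des, Cd80 and Cdkn1a had the largest rises. Svop had 353 ± 13.9 normalized counts in STZ (SD, n = 3) and 37.7 ± 3.67 in Control (SD, n = 3). Its log2 fold change was 3.23 (standard error 0.12, adjusted p = 7e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Pinlyp, Des and Cd80 were 2.89, 2.65 and 2.58. Gli1, Ung, Scara5, Ptpru and Mvd had the largest falls. Gli1 had 70.1 ± 13.3 normalized counts in STZ (SD, n = 3) and 269 ± 20.8 in Control (SD, n = 3), a log2 fold change of -1.96 (standard error 0.12, adjusted p = 7.7e-18 from the same edgeR test). Those of Ung, Scara5, Ptpru and Mvd were -1.95, -1.86, -1.76 and -1.64. Standard errors were taken as the absolute log2 fold change divided by the square root of the test's F statistic. In the GRCr8 annotation the span of Svop overlaps Usp30 and that of Gli1 overlaps Arhgap9, while Des and Scara5 each overlap an unnamed long non-coding RNA. The library kit was stranded, but the strand setting of the counting is not stated, so reads of these pairs may not be fully separated. Usp30 had a log2 fold change of 0.27, far under that of Svop, which argues against Usp30 reads as the source of the Svop rise. The other overlapping genes had no tested value.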

**Figure 2:**
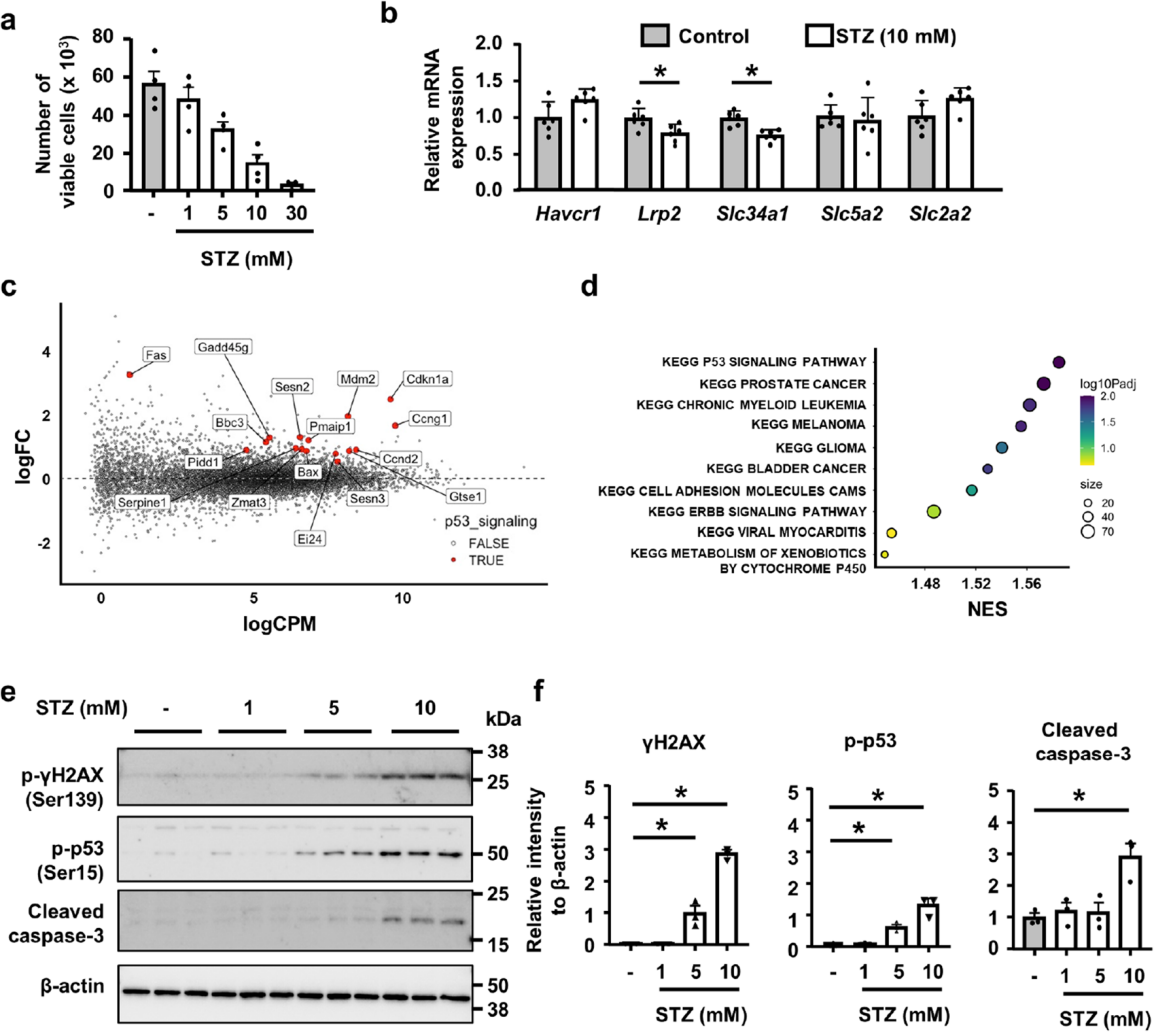
Up-regulation of p53 signaling in STZ-treated tubular epithelial cells. (**a**) The number of viable NRK-52E cells was reduced 24 h after the STZ treatment in a dose-dependent manner. (**b**) qPCR of RNA for the representative markers of injured and healthy tubules. (**c**) The RNA sequence of STZ-treated NRK-52E cells. Highlighted genes are significantly differentially expressed genes included in the p53 signaling pathway. (**d**) Enrichment analysis of the KEGG pathways for differentially expressed genes between untreated and STZ-treated cells. The top 10 significantly enriched KEGG pathways are presented. (**e**) Western blot of protein lysates from NRK-52E cells for γH2AX, phospho-p53, cleaved caspase-3, and GAPDH. Representative images of n = 3. (**f**) The optical densities of γH2AX, phosphor-p53, and cleaved caspase-3 bands were normalized against that of GAPDH. In all groups, data are means ± SEM. Statistical analyses were performed using an unpaired *t*-test in (**b**) and Dunnett's post hoc test was used for multiple comparisons in (**f**). * *p* < 0.05.

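The 16 genes labelled in Fig. 2c were all higher in STZ-treated cells, with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) over all genes tested and also adjusted over the list alone. These genes were picked by the study on the same samples. In each of the 16 genes, all STZ samples had more normalized counts than all Control samples, which chance gives in 10% of genes in either direction. Of the 16 genes, 8 also had a log2 fold change over 1. Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, had 16154 ± 286 normalized counts in STZ (SD, n = 3) and 2883 ± 52.2 in Control (SD, n = 3). Its log2 fold change was 2.49 (standard error 0.04, adjusted p = 1e-39 from the same edgeR test). Fas had the largest log2 fold change, 3.25 (standard error 0.36, adjusted p = 4.1e-10 from that test), but only 2 to 6 reads per Control sample and 38 to 44 per STZ sample. Log2 fold changes were 1.95 for Mdm2, 1.66 for Ccng1, 1.30 for Sesn2, 1.28 for Gadd45g, 1.20 for Pmaip1 and 1.14 for Bbc3. The other 8 genes lay under the fold-change threshold. Among them, log2 fold changes were 0.92 for Zmat3, 0.90 for Ccnd2, 0.89 for Pidd1, 0.86 for Gtse1, 0.86 for Bax, 0.78 for Ei24 and 0.53 for Sesn3.

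**Figure D1:**
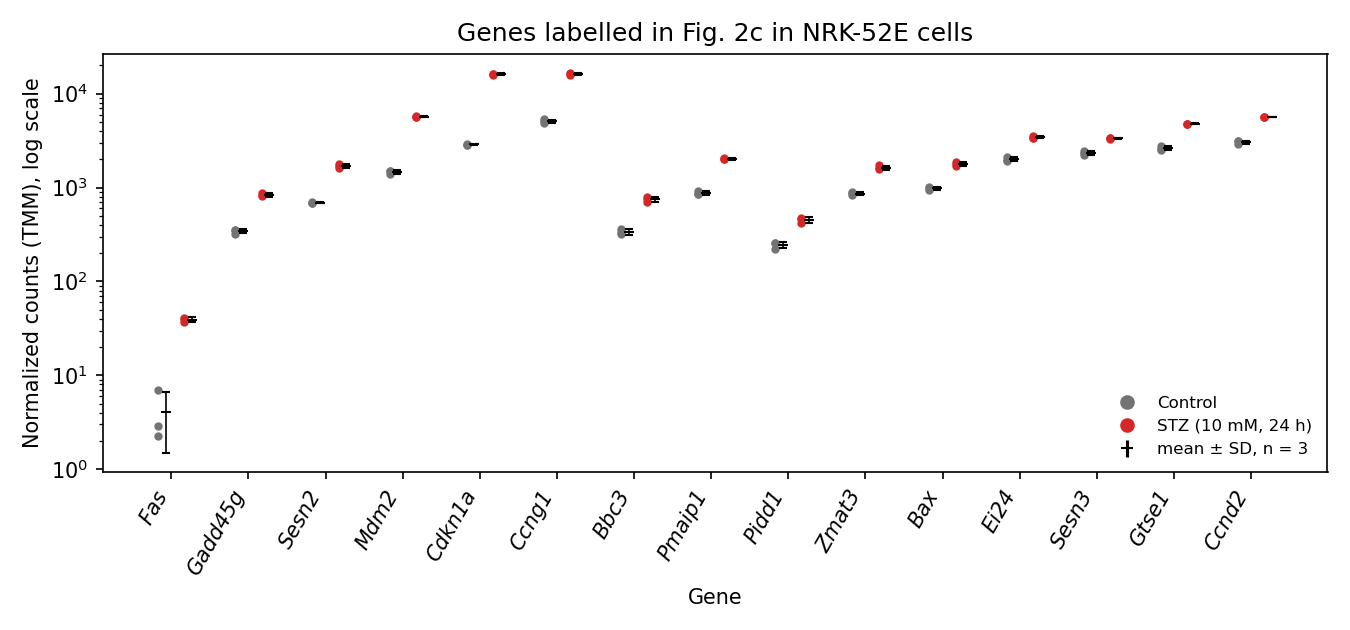
Normalized counts (TMM, log scale) of 15 genes labelled in Fig. 2c in each sample of Control (grey) and STZ (red), with the mean and SD of 3 samples beside the points. The points of the groups do not overlap in any gene drawn.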

We annotated gene expression using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, and identified 12 significantly enriched pathways (threshold *p*-value < 0.05) (Fig. 2d). The p53 signaling pathway was the most highly up-regulated in STZ-treated cells (Fig. 2d, Supplementary Fig. 1). 

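The boxes of the p53 signaling map in Supplementary Fig. 1 stand for 71 rat genes, of which 61 passed the filter. Of these, 30 were higher and 14 lower in STZ-treated cells with an adjusted p-value under 0.05, and 17 were not past that threshold. Adjusted over the list alone, 30 were higher and 16 lower. The 8 genes that also passed the fold-change threshold were all higher, and all were among the 16 labelled in Fig. 2c. With genes ranked by log2 fold change, fgsea gave the map a normalized enrichment score of 2.18 (p = 1.3e-06 from fgsea's permutation of genes, which are not independent replicates). The genes that carried this score, the leading edge, numbered 19 and included the 16 labelled genes. With Cdkn1a, Mdm2 and Ccng1 left out of the map, the score was 1.94 (p = 2.3e-04 from the same permutation). Without the 16 labelled genes, which the study picked as changed on these samples, the score was 0.53 (permutation p = 0.995), so this describes the remaining genes and is no independent test of the map. The camera test, which compares the map with all other genes tested, gave p = 9e-15 with a preset correlation between genes of 0.01. The map stayed higher with the correlation estimated from the data (p = 6.1e-04) and under the rotation test fry (p = 8.8e-08). Unlike camera, fry makes no comparison with the other genes. Without the 16 labelled genes, the direction by camera was lower and p was 0.803. The 45 genes tested that are not labelled had a median log2 fold change of -0.05, between -0.86 and 0.70, and 14 were higher and 14 lower with an adjusted p-value under 0.05. The KEGG gene sets of the other pathways in Fig. 2d were not analysed here. From its own enrichment analysis, the paper states that p53 signaling was the pathway raised most by STZ, and then turns to p53 phosphorylation by Western blotting.

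**Figure D2:**
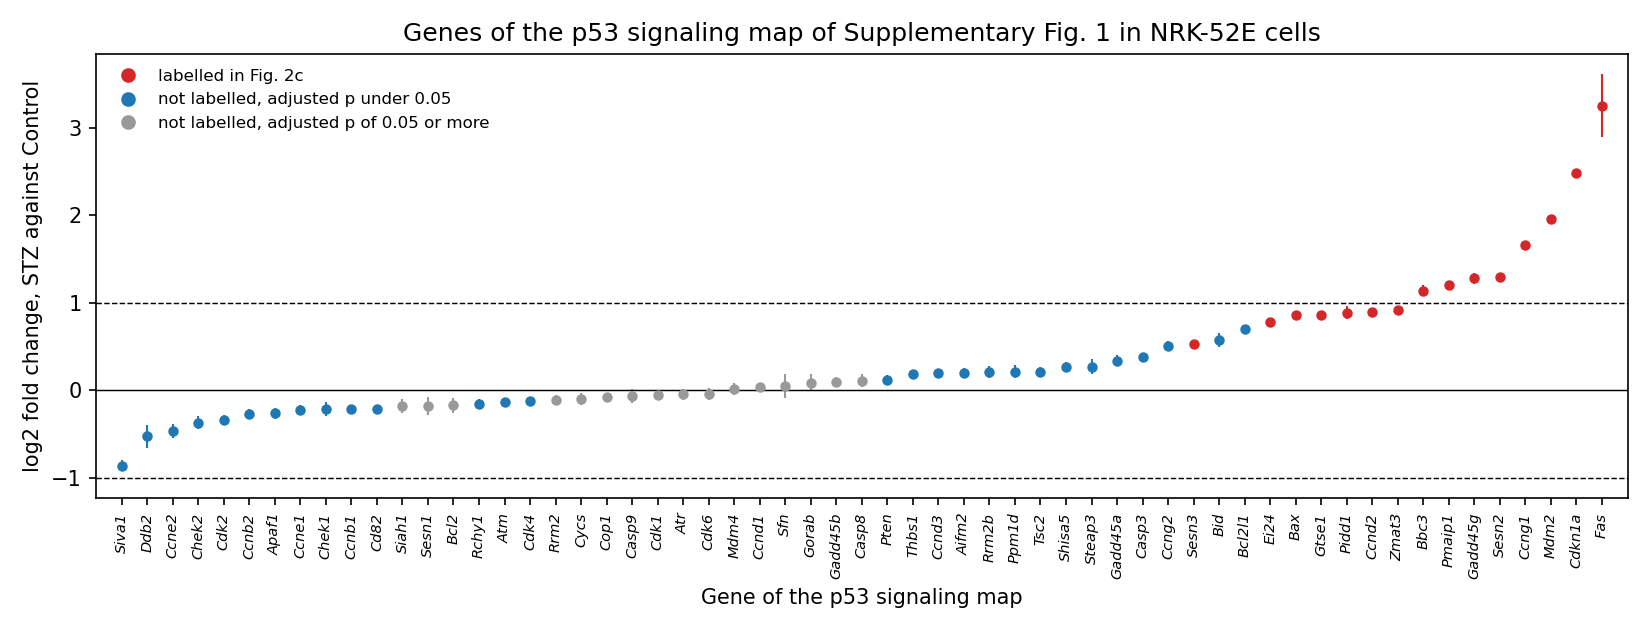
Log2 fold change (STZ against Control) with its standard error for 59 of the 61 genes tested of the p53 signaling map, in rising order. Red points are the genes labelled in Fig. 2c, blue points the other genes with an adjusted p-value under 0.05 and grey points the rest, with dashed lines at log2 fold changes of 1 and -1. The 8 points above the upper dashed line are red, and no point is under the lower one.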

Western blotting of cell lysates revealed that STZ up-regulated γH2AX expression and p53 phosphorylation in a dose-dependent manner (Fig. 2e,f).

### Dose-dependent tubular injury by STZ in vivo

To investigate whether STZ induces tubular injury in vivo, we injected various concentrations of STZ into mice. Twenty-four hours after the STZ injection, blood glucose levels decreased (Fig. 3a) and plasma insulin levels increased in mice treated with the higher dose of STZ (Fig. 3b), reflecting insulin release as a consequence of pancreatic β-cell death. Although serum BUN did not differ among experimental groups (Fig. 3c), the kidneys of mice that received a single injection of STZ exhibited tubular injury that was characterized by the loss of the brush border, which was more severe in mice treated with a higher dose of STZ (Fig. 3d). qPCR of whole kidney RNA revealed the decreased expression of the mature tubular epithelial markers *Slc5a2* (encoding SGLT2), and the increased expression of *Havcr1* in STZ-treated mice (Fig. 3e). We also confirmed a reduction in immunostaining for megalin in STZ-treated mice (Fig. 3d).

**Figure 3:**
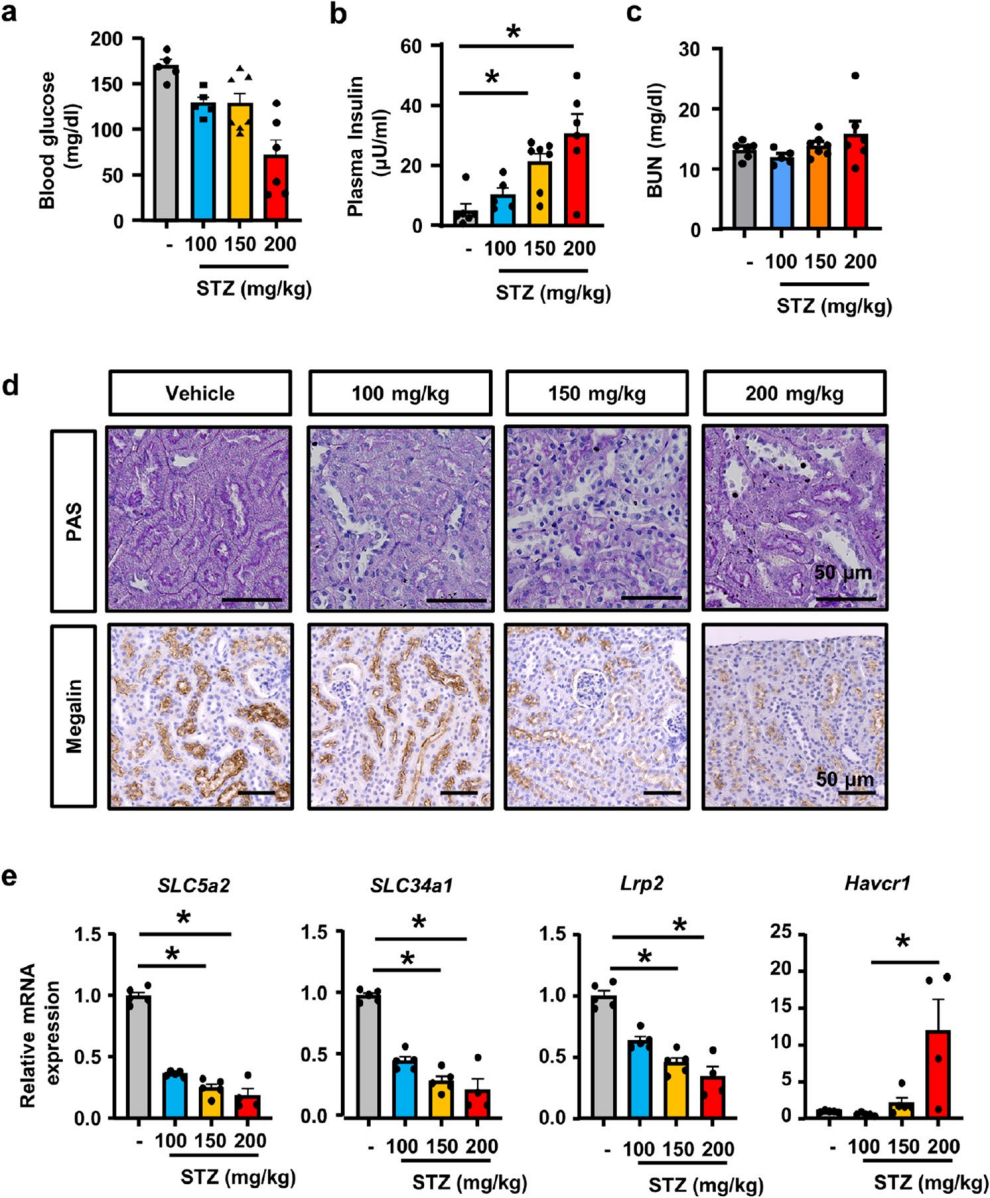
Dose-dependent tubular injury by STZ in vivo*.* (**a**) Decreases in blood glucose levels in mice treated with 200 mg/kg of STZ. (**b**) Plasma insulin levels were higher in high dose of STZ-treatment groups. (**c**) BUN levels did not differ among experimental groups. (**d**) Microscopic images of kidney tissue with PAS staining and immunostaining for megalin showed increases in the tubules with the loss of the brush border and decreases in megalin expression in STZ-treated mice. (**e**) qPCR of RNA from kidney tissue for the representative markers of injured and healthy tubules (apical membrane sodium transporters). In all groups, data are means ± SEM. Statistical analyses were performed using Dunnett's post hoc test was used for multiple comparisons. N = 5 to 7 mice per group. * *p* < 0.05, Bar = 50 μm in (**c**).

### Dose-dependent DNA damage by STZ in tubular epithelial cells

We examined tubular epithelial DNA damage and subsequent p53 activation in vivo. Immunostaining for γH2AX revealed positive nuclear staining in the kidney tissue of mice treated with the higher dose of STZ (Fig. 4a). The localization of positive staining was limited to the renal cortex, not the renal medulla (Fig. 4a,b, Supplementary Fig. 2). Immunofluorescence staining with Lotus Tetragonolobus Lectin (LTL), a proximal tubule marker, showed that most of the γH2AX positive cells co-stained with LTL, while immunofluorescence for Dolichos Biflorus Agglutinin (DBA), a collecting duct marker, showed that γH2AX positive cells rarely co-stained with DBA (Fig. 4c). These indicates STZ-induced DNA damage predominantly occurs in the cortical proximal tubules. To confirm STZ-induced DNA damage and elucidate the type of DNA damage in the kidneys, we performed a comet assay of whole kidney tissue. The comet tail moment under alkaline conditions (an alkaline comet) reflects DNA double-stranded breaks (DSB) and single-stranded breaks (SSB), whereas that under neutral conditions (a neutral comet) only reflects DNA DSB^20^. Alkaline comet tail moments increased in kidney cells from STZ-treated mice in a dose-dependent manner (Fig. 4a,d). Neutral comet tail moments also increased in the kidney cells of STZ-treated mice in a dose-dependent manner; however, the difference among these groups was less for neutral comet tail moments (Fig. 4d). This result suggests that DNA DSB and SSB occurred in the kidneys after the administration of STZ in a dose-dependent manner. We also confirmed the up-regulation of γH2AX expression and p53 phosphorylation in whole kidney lysates from STZ-treated mice in a dose-dependent manner (Fig. 4e,f).

**Figure 4:**
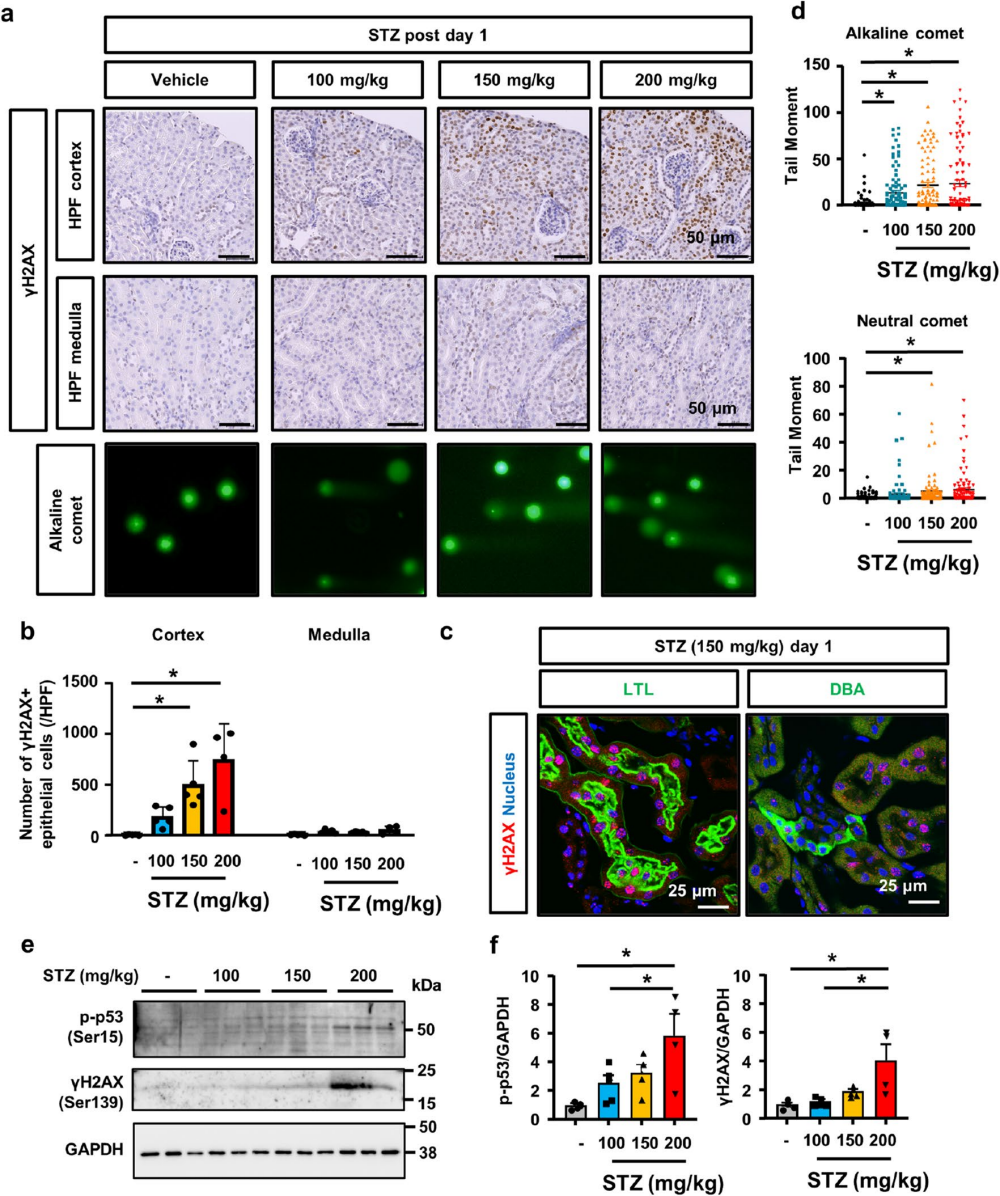
Dose-dependent DNA damage by STZ in vivo*.* (**a**) Microscopic images of kidneys immunostained for γH2AX and representative images of the comet assay of kidney cells isolated from mice 24 h after the STZ treatment. (**b**) Separate quantification of nuclear γH2AX-positive cells in the kidney cortex and medulla. (**c**) Immunofluorescence pictures of γH2AX and proximal tubular epithelial marker (LTL) or collecting duct marker (DBA) in STZ-treated mice. (**d**) A quantitative analysis (alkaline comet: n = 100 each, neutral comet: n = 50 each). (**e**) Western blot of kidney tissue lysates for γH2AX, phospho-p53, and GAPDH. Representative images of n = 3. (f) The optical densities of γH2AX and phospho-p53 bands were normalized against that of GAPDH. N = 5 to 7 mice per group. In all groups, data are means ± SEM. Statistical analyses were performed using Dunnett's post hoc test was used for multiple comparisons. * *p* < 0.05, Bar = 50 μm in (a) and 25 μm in (**c**).

### Blood glucose-independent tubular epithelial injury by STZ

To evaluate STZ-induced tubular injury in the subacute phase in vivo, we extended the observation period to 7 days after the STZ injection (Fig. 5a). To distinguish high blood glucose-induced tubular injury, we administered insulin glargine to reduce blood glucose levels in STZ-injected mice (Fig. 5a,b). Plasma insulin levels slightly decreased in STZ-treated mice, but there was not statistical significance (Fig. 5c). Serum BUN did not differ among experimental groups (Fig. 5d). Seven days after the single-dose STZ injection (150 mg/kg), the kidneys of mice exhibited tubular injury with the loss of the brush border; however, no significant difference was observed between the STZ injection with or without insulin (Fig. 5e). Immunostaining for γH2AX revealed positive nuclear staining in STZ with or without insulin (Fig. 5e,f). qPCR of whole kidney RNA revealed the slightly decreased expression of mature tubular epithelial markers (*Slc5a2, Slc34a1,* and *Lrp2*), and no significant change in the expression of *Havcr1* in STZ-treated mice (Fig. 5g). This result indicates that STZ-induced tubular injury occurred independently of blood glucose levels in the subacute phase.

**Figure 5:**
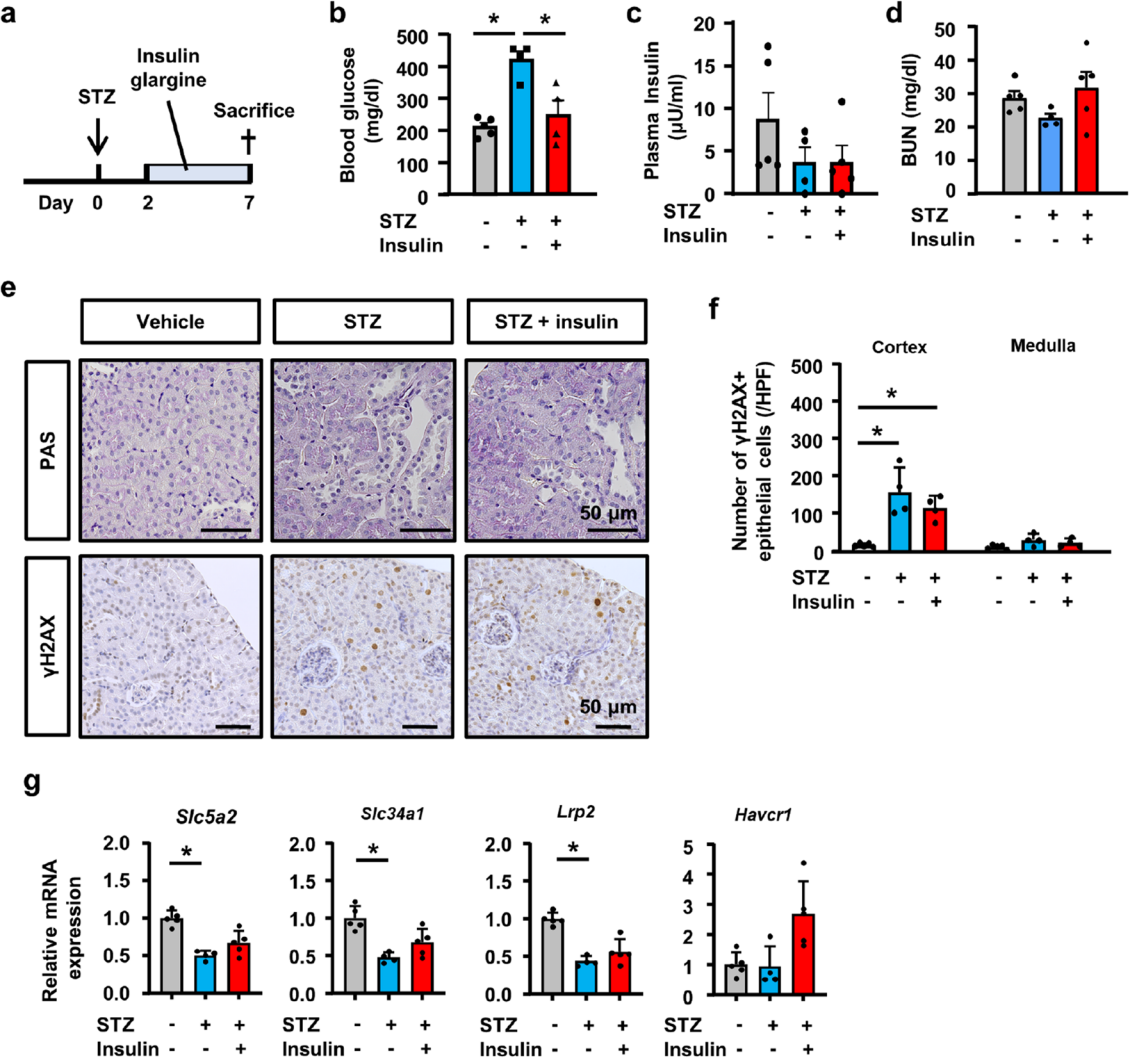
Blood glucose independent of tubular injury by STZ. (**a**) Experimental scheme. Two days after the STZ (150 mg/kg) treatment, insulin glargine was administered at approximately 200 mg/dl to control blood glucose levels, and mice were sacrificed on day 7. (**b**) Blood glucose levels increased in mice treated with STZ, but were decreased by the administration of insulin glargine. (**c**,**d**) Plasma insulin levels (**c**) and BUN levels (**d**) did not differ among experimental groups. (**e**) Microscopic images of kidney tissue stained with PAS and immunostained for γH2AX showed increases in tubules with the loss of the brush border and nuclear γH2AX-positive cells in STZ-treated mice with or without insulin glargine. (**f**) Separate quantification of nuclear γH2AX-positive cells in the kidney cortex and medulla. (**g**) qPCR of RNA from kidney tissue for the representative markers of injured and healthy tubules. In all groups, data are means ± SEM. Statistical analyses were performed using Dunnett's post hoc test was used for multiple comparisons. N = 4 to 5 mice per group. * *p* < 0.05, Bar = 50 μm in (**e**).

### Effects of the co-administration of pifithrin-α or dapagliflozin on STZ-induced tubular injury

Based on the up-regulation of p53 signaling in STZ-induced tubular injury, we examined the preventative effects of the pharmacological inhibition of p53 by pifithrin-α (Fig. 6a). Previous studies demonstrated that phlorizin, a SGLT2 inhibitor, prevented STZ-induced tubular injury^19^. Therefore, we also investigated whether the pre-administration of dapagliflozin, a selective SGLT2 inhibitor, inhibited STZ-induced DNA damage and subsequent tubular injury (Fig. 6a). Blood glucose levels and BUN levels did not significantly differ among the experimental groups (Fig. 6b,d). Plasma insulin levels increased in mice treated with STZ (Fig. 6c). We also assessed DNA damage in the kidneys. Immunostaining for γH2AX revealed that STZ-induced positive nuclear staining was ameliorated by dapagliflozin, but not by pifithrin-α, (Fig. 6e,f). The comet assay showed that increases in alkaline and neutral comet tail moments were slightly attenuated by dapagliflozin (Fig. 6g,h). We also confirmed that the STZ-induced up-regulation of γH2AX expression was ameliorated by dapagliflozin, but not by pifithrin-α. In contrast, STZ-induced p53 phosphorylation was ameliorated by pifithrin-α and dapagliflozin (Fig. 6i,j).

**Figure 6:**
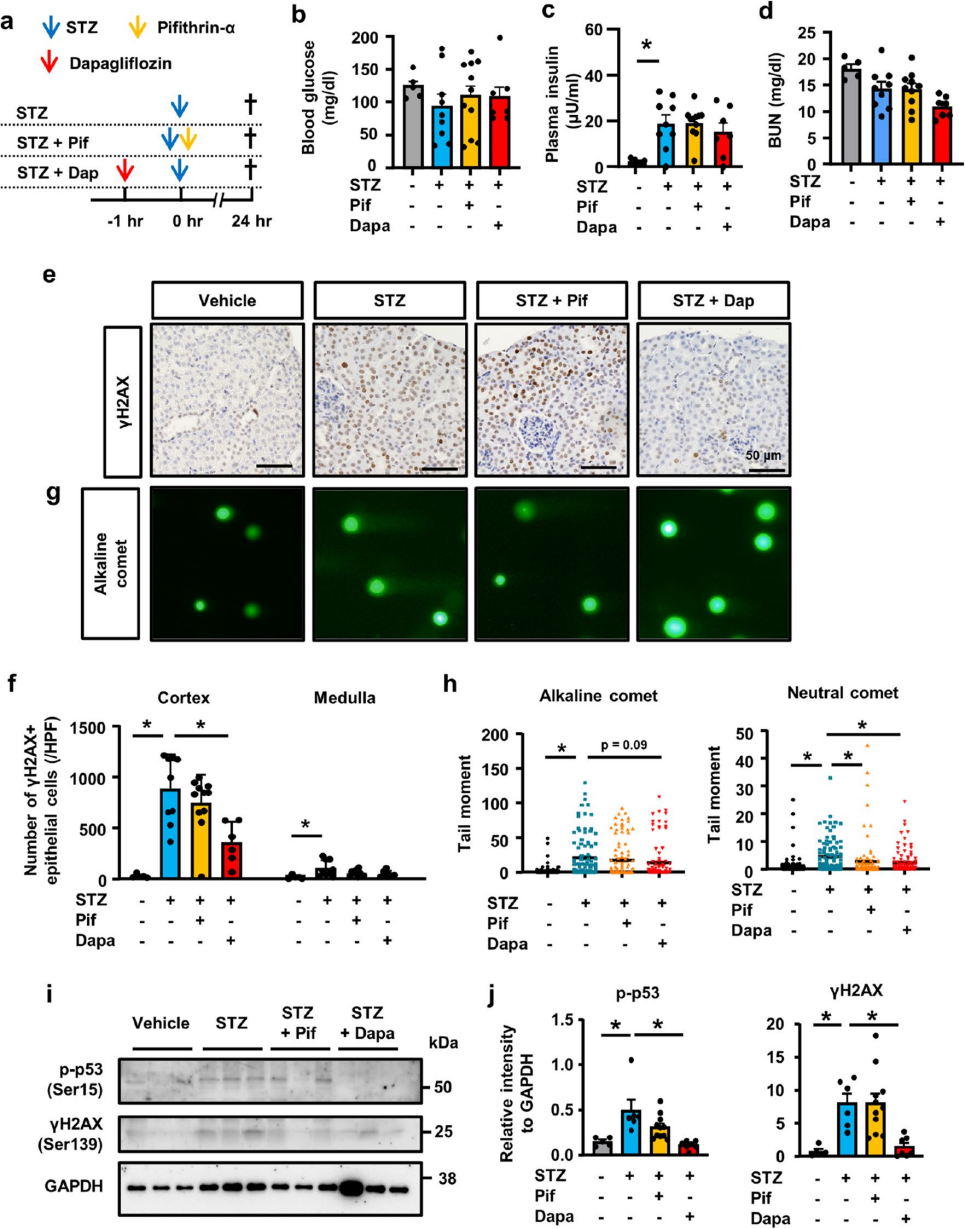
Pharmacological inhibition of p53 signaling and SGLT2 ameliorated STZ-induced DNA damage in vivo. (**a**) Experimental scheme. Pifithrin-α was administered at the same time as STZ (150 mg/kg). Dapagliflozin was administered 2 h before STZ. Mice were sacrificed 24 h after the administration of STZ. N = 5 to 11 mice per group. (**b**) Blood glucose levels were similar among all experimental groups. (**c**) Plasma insulin levels were higher in STZ-treatment groups. (**d**) BUN levels did not differ among experimental groups. (**e**) Microscopic images of kidney tissue immunostained with γH2AX. (**f**) Separate quantification of nuclear γH2AX-positive cells in the kidney cortex and medulla. (**g**) Representative images of the comet assay of kidney cells isolated from mice and (**h**) a quantitative analysis (alkaline comet: n = 100 each, neutral comet: n = 50 each). (**i**) Western blots of kidney tissue lysates for γH2AX, phospho-p53, and GAPDH. Representative images of n = 3. (**j**) The optical densities of γH2AX and phosphor-p53 bands were normalized against that of GAPDH. In all groups, data are the means ± SEM. Statistical analyses were performed using Dunnett's post hoc test was used for multiple comparisons. * *p* < 0.05, Bar = 50 μm in (**e**).

In a histological analysis, PAS staining of the kidneys demonstrated that STZ-induced tubular injury was ameliorated by pifithrin-α and dapagliflozin (Fig. 7a). Immunostaining for megalin showed that pifithrin-α and dapagliflozin preserved the expression of megalin in STZ-treated mice (Fig. 7a). qPCR revealed decreases in the expression of mature tubular epithelial markers (*Slc5a2*, *Slc34a1*, and *Lrp2)* that did not change in mice treated with pifithrin-α or dapagliflozin (Fig. 7b). However, the increased expression of *Havcr1* by STZ was slightly attenuated in mice treated with pifithrin-α or dapagliflozin (Fig. 7b).

**Figure 7:**
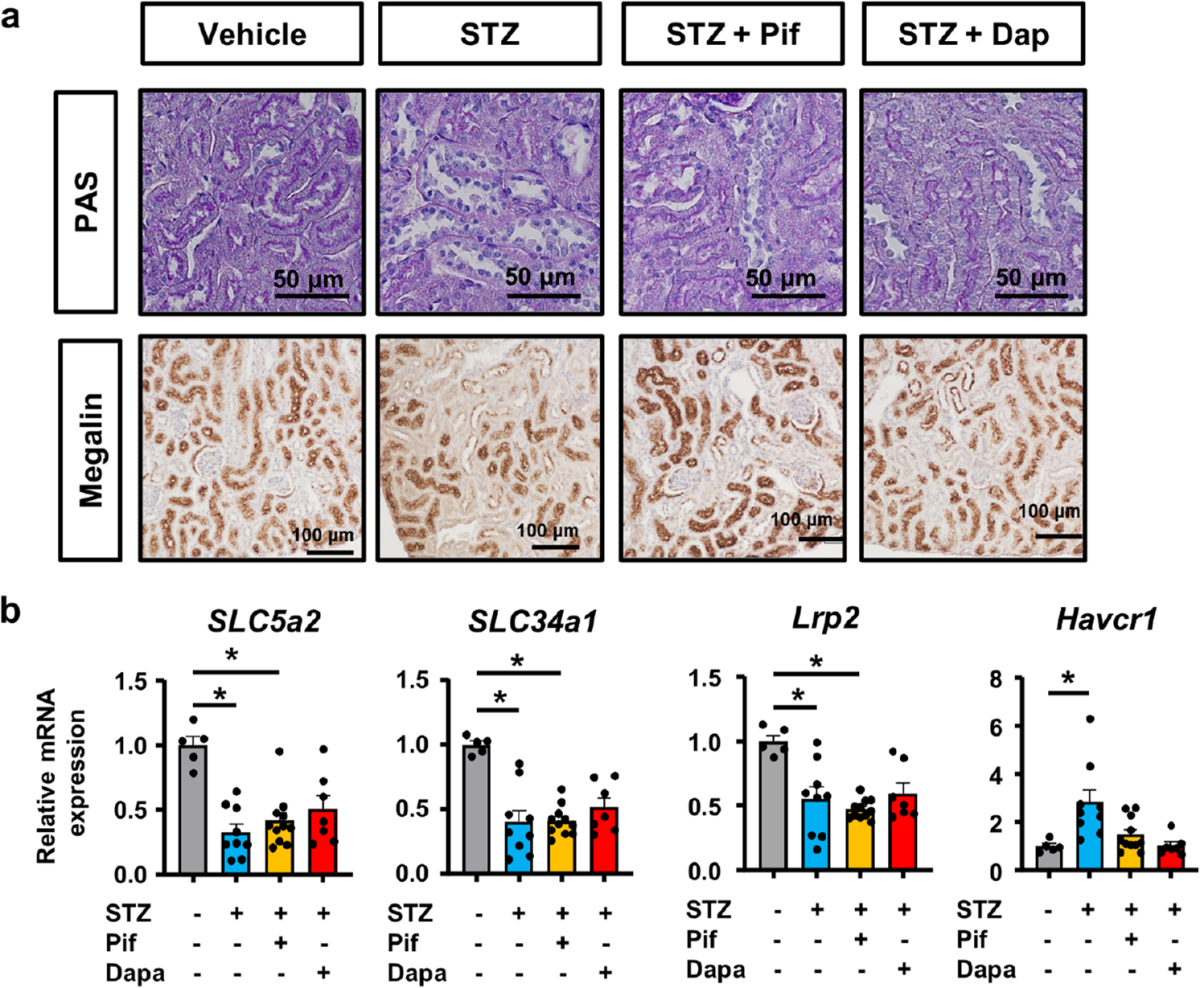
Pharmacological inhibition of p53 signaling and SGLT2 ameliorated STZ-induced tubular injury in vivo*.* (**a**) Microscopic images of kidney tissue stained with PAS and immunostained for megalin. (**b**) qPCR of RNA from kidney tissue for the representative markers of injured and healthy tubules (apical membrane sodium transporters). In all groups, data are the means ± SEM. Statistical analyses were performed using Dunnett's post hoc test was used for multiple comparisons. N = 5 to 11 mice per group. * *p* < 0.05, Bar = 50 μm in images of PAS staining and 100 μm in images of immunostaining for megalin in (**c**).

Regarding the future clinical application of these renoprotective drugs against STZ-induced kidney injury, we evaluated the effects of the co-administration of STZ and pifithrin-α or dapagliflozin on pancreatic islet cells. Immunostaining for γH2AX revealed positive nuclear staining within the islets in all experimental groups treated with STZ (Fig. 8a). The percentage of γH2AX + cells was similar among STZ-treated groups (Fig. 8b). This result indicates that the preventative effects of dapagliflozin on DNA damage were observed in the kidneys, but not in the pancreas, which does not express SGLT2.

**Figure 8:**
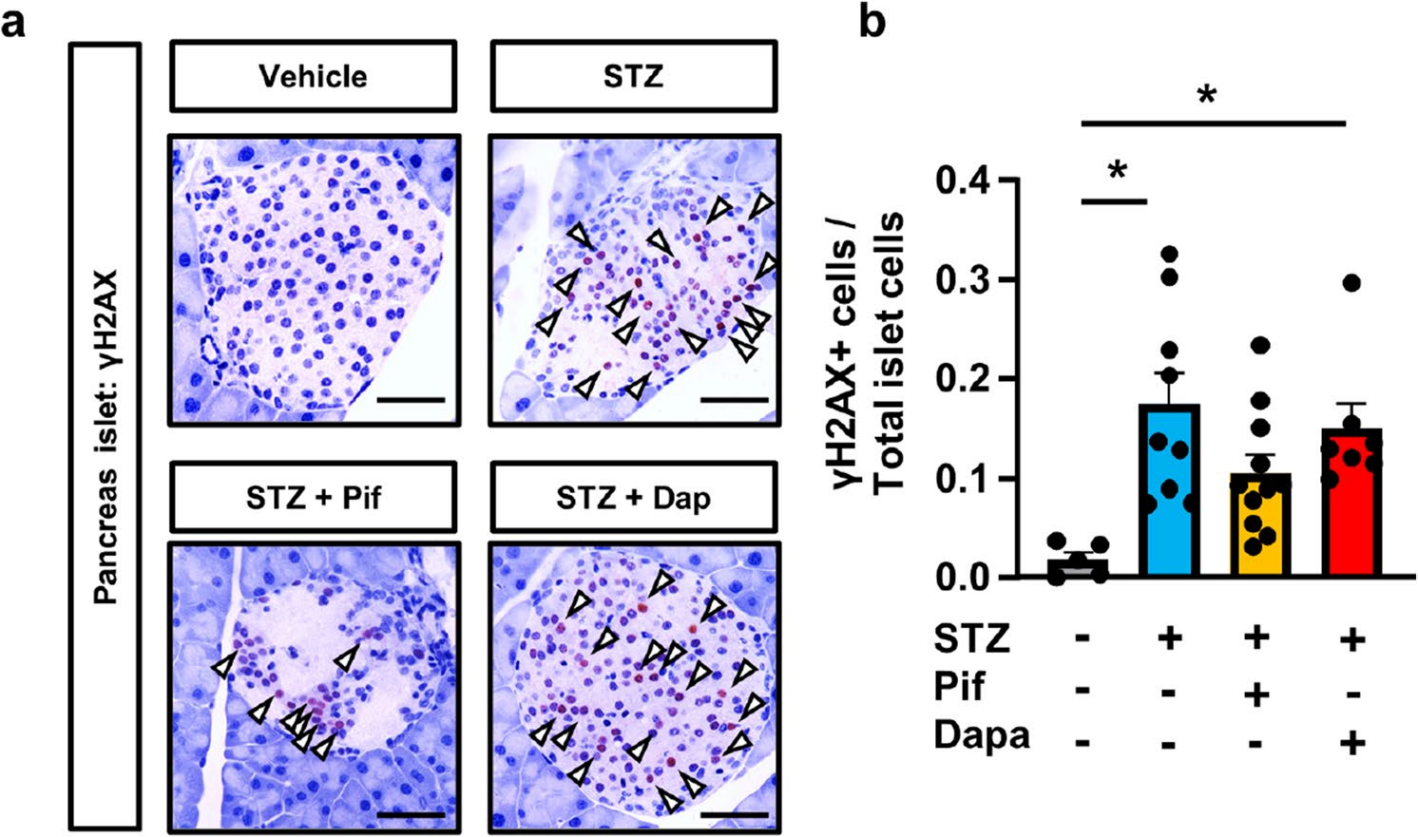
STZ induced pancreatic islet DNA damage. (**a**) Microscopic images of the pancreas immunostained for γH2AX. Arrowheads indicate γH2AX + nuclei. (**b**) Separate quantification of nuclear γH2AX-positive cells in pancreatic islets. In all groups, data are the means ± SEM. Statistical analyses were performed using Dunnett's post hoc test was used for multiple comparisons. N = 5 to 11 mice per group. * *p* < 0.05, Bar = 50 μm in (**a**).

## Discussion

The present study investigated the mechanisms underlying STZ-induced tubular injury in vitro and in vivo. A transcriptomic analysis showed that p53 signaling was activated in STZ-treated tubular epithelial cells. STZ induced DNA damage in tubular epithelial cells in a dose-dependent manner, and its localization was limited to within the kidney cortex. The pharmacological inhibition of p53, as well as SGLT2, reduced STZ-induced tubular injury, whereas the cytotoxic effects of STZ on pancreas islet cells were preserved. Furthermore, tubular DNA damage was evident in kidney biopsy samples from NET patients treated with STZ. Collectively, these results indicate that the mechanisms underlying the entry of STZ into cells differed between proximal tubular epithelial cells and pancreatic β-cells, which contributed to the difference in the response to STZ with the co-administration of a SGLT2 inhibitor or p53 inhibitor.

Our in vivo results revealed STZ-induced tubular injury, including the loss of transmembrane transporters, which was independent of blood glucose. The initial phenotypes of proximal tubular injury are the loss of cell polarity, cell cycle arrest, and decreases in membrane transporters, such as NaPi2a and SGLT2^10,13^. In general, when blood glucose levels become high enough to exceed reabsorptive capacity of proximal tubules, glycosuria begins to appear, typically 250–300 mg/dl of blood glucose in healthy non-diabetic controls^21^. In our NET patients, there was no evidence that blood glucose levels were elevated enough to cause the appearance of glycosuria, suggesting some abnormality in the tubular reabsorptive capacity. Furthermore, although previous findings on diabetic nephropathy were obtained using a STZ-induced type 1 diabetic model^14,15^, latent proximal tubular injury was underestimated^16^. Previous studies showed that cell cycle arrest as well as decreases in SGLT2 expression occurred after the administration of STZ^22–24^. Based on the compensatory up-regulation of SGLT2 to increase glucose reabsorption in other diabetic mouse models^23^, the down-regulation of SGLT2 after the administration of STZ indicates latent proximal tubular injury.

Our unbiased transcriptomics revealed that p53 signaling was up-regulated in STZ-treated tubular epithelial cell lines. We also found that STZ induced the phosphorylation of p53 in a dose-dependent manner in vivo and in vitro. Of note, unlike previous reports demonstrating the p53 upregulation in kidney and liver tissues in the chronic phase after STZ treatment^25,26^, p53 was found to be upregulated in the tubular epithelia in the acute phase after STZ administration. p53, a tumor suppressor protein, is a key component of the cellular response to stress, including DNA damage, oncogene expression, hypoxia, ROS, and nutrient deprivation^27^. After its phosphorylation, p53 translocates to the nucleus and transcriptionally activates a broad range of genes related to the cell cycle, apoptosis, autophagy, and metabolism^27^. We detected DNA damage within tubular epithelial cells in an STZ dose-dependent manner and showed that it persisted for 1 week after the STZ injection regardless of blood glucose levels. Previous studies identified activated p53 in tubular epithelial cells as a phenotype of STZ-induced type 1 diabetes^28^, however, STZ-induced DNA damage, not high blood glucose, may have contributed to these phenotypes.

In comparisons of DNA damage induced in vivo by cisplatin and STZ, the most prominent difference was the histological distribution of injured regions in kidney tissue. The tubular region injured by cisplatin mainly localized to the outer stripe of the outer medulla, at which the S3 segment of proximal tubules exist^29^. In contrast, the present results demonstrated that STZ-induced tubular injury was rarely detected in that region, whereas it was notably present within the outer cortex at which the S1 and S2 segments of proximal tubules exist. This supports our theory that STZ enters cells through GLUT2 and SGLT2, which are predominantly expressed in the S1/2 segment of proximal tubules.

Based on the up-regulation of p53 signaling in STZ-induced tubular injury, the pharmacological inhibition of p53 is a possible preventive strategy. Previous studies demonstrated that activated p53 signaling plays a crucial role in kidney injury in various disease models, including cisplatin nephrotoxicity and ischemia–reperfusion injury^30–36^. However, the effects of the pharmacological inhibition or genetic deletion of p53 on kidney injury are complex^36,37^. Previous studies demonstrated that the inhibition of p53 was not always beneficial, it actually exacerbated tissue injury or fibrosis^37,38^. The type of injury model and animal species may contribute to the differences observed in the response of p53 inhibition against kidney injury^37^. In STZ-induced kidney injury, we found that pifithrin-α did not mitigate DNA damage; however, it slightly improved kidney injury marker expression. Therefore, pifithrin-α did not appear to prevent STZ uptake by tubular epithelial cells, whereas subsequent p53 activation-mediated tubular injury was attenuated to some extent.

One of the main limiting factors associated with the use of anti-cancer drugs is their cytotoxicity in normal tissues, and the kidneys are the most common target organ^8^. Although serum creatinine levels did not increase in the majority of STZ-treated patients, inadequate urinary glucose excretion indicates latent proximal tubular injury. Collectively, the present results and previous findings demonstrated marked reductions in SGLT2 expression in STZ-treated mice^19,23^, which may contribute to urinary glucose excretion, while blood glucose levels did not sufficiently increase. To minimize the nephrotoxicity of anti-cancer drugs, one possible approach is to reduce the uptake of the drug into renal cells, with renal tubular-specific blockade being ideal. Consistent with previous findings, the present results showed that the pharmacological inhibition of SGLT2 partially inhibited nephrotoxicity by STZ^19^, while its cytotoxic effects on pancreatic β-cells that do not express SGLT2 were preserved. Therefore, a pretreatment with SGLT2 inhibitors has potential as a specific prophylactic approach for kidney injury.

There are several limitations to this study. First, there were discrepancies between in vivo and in vitro experimental qPCR results, particularly in the expression of transmembrane transporters in the tubular epithelia. One explanation is that loss of cell polarity and concomitant loss of expression of membrane transporters, including SGLT2, is sometimes observed in tubular epithelia under culture conditions^39,40^. Thus, the in vitro expression of these molecules may be underestimated. Second, though p53 activation is common downstream signaling of DNA damage after various insults, we could not show the p53 activation in human kidney tissue in NET patients. Lastly, while we demonstrated that dapagliflozin ameliorated STZ-induced DNA damage in tubular epithelia in vivo, its precise mechanisms especially whether STZ truly enters into the cells via SGLT2 are not directly elucidated. In addition, while STZ enters into the pancreatic β-cells via GLUT2, a bidirectional glucose transporter, the direction of GLUT2 mediated-STZ transport in the proximal tubular epithelia is unclear in our experiments, and requires further investigations in the future.

In conclusion, the present study revealed the nephrotoxicity of STZ in vitro, in vivo, and in kidney biopsy samples from NET patients. DNA damage and the subsequent activation of p53 in tubular epithelial cells are responsible for STZ-induced nephrotoxicity. SGLT2 inhibitors prevented DNA damage in tubular epithelial cells in vivo, while cell toxicity against pancreatic β-cells was preserved. This suggests that a pretreatment with a SGLT2 inhibitor is an attractive preventative option for the adverse events of STZ on kidney tissue in NET patients. Furthermore, since STZ-induced nephrotoxicity has been underestimated in experimental settings, kidney injury in STZ-induced type 1 diabetes needs to be carefully evaluated.

## Methods

### Patient samples

We retrospectively enrolled 8 NET patients treated with STZ at Kyoto Prefectural University of Medicine. All clinical characteristics were collected from medical records, including age, sex, complications, and laboratory results, and were listed in Supplementary Table 1. Human kidney samples were obtained from 2 patients by kidney biopsy. As a control, we analyzed kidney tissue from a patient with a thin basement membrane disease that primarily involved the glomerulus, not tubular tissue. Patient information was anonymized and de-identified before analyses. The entire protocol of the present study was designed in accordance with the Declaration of Helsinki. Due to its retrospective design and low risk to patients, the Ethical Committee approved the use of the following opt-out methodology. The requirement for verbal informed consent was waived and informed consent was obtained by generally accessible information as well as easy opt-out modes. The present study was approved by the Medical Ethics Committee of the University Hospital of the Kyoto Prefectural University of Medicine (Approval number: ERB-C-2169, ERB-C-2210).

### Animal experiments

Male C57BL/6 wild-type mice were purchased from Shimizu, Inc. (Kyoto, Japan). The STZ injury model was induced by an intraperitoneal injection of STZ (Cayman Chemical, MI, USA) in 0.05 M sodium citrate buffer, pH 4.5 at a concentration of 100, 150, or 200 mg/kg body weight into male mice at the age of 8–10 weeks. Mice were euthanized 1 or 7 days after the STZ injection. Littermate control mice were used for comparisons among groups. All insulin-treated groups were subcutaneously injected with insulin glargine (Wako, Osaka, Japan), and were then adjusted to the amount that maintained their fasting blood glucose at the same level (± insulin glargine 2–6 Units/kg).

To inhibit p53 in vivo, 2.2 mg/kg of pifithrin-α (ab120478, Abcam plc., Cambridge, UK) was intraperitoneally injected just before the STZ injection as previously described^41^. To inhibit SGLT2 in vivo, 1.0 mg/kg of dapagliflozin (Selleck Biotech Co., Houston USA) was dissolved and diluted with 75% normal saline (0.9% w/v NaCl) and administered by gavage 1 h before the STZ treatment. Body weights and blood glucose levels were measured at 17:00 after 8 h of fasting. Blood glucose levels were measured using a glucometer (Glutest Every, Sanwa Kagaku Kenkyusho Co., Ltd., Aichi, Japan). Mice were anesthetized with isoflurane, euthanized at the indicated time points, and blood samples were thereafter obtained from the inferior vena cava. The kidneys and pancreas were cut into samples for further analyses.

All experiments were approved by the Experimental Animals Committee of Kyoto Prefectural University of Medicine and were performed in accordance with the institutional guidelines and Guidelines for Proper Conduct of Animal Experiments by the Science Council of Japan and ARRIVE guidelines.

### Cell culture and cell viability assay

Normal rat kidney epithelial cells (NRK 52E cells) were obtained from the JCRB Cell Bank. Cells were cultured in DMEM (Wako, Osaka, Japan) containing 1% penicillin and streptomycin (Invitrogen, Carlsbad, CA) and 5% FBS (Invitrogen) at 37 °C in a humidified 5% CO_2_ and 95% air atmosphere. Cells were treated with 1, 5, 10, or 30 mM of STZ dissolved in dimethyl sulfoxide for 24 h before cell counting. The number of cells was counted using an ADAM-MC automatic cell counter (Digital Bio, Japan) that functions by using the propidium iodide staining method of dead cell staining.

### Serum blood urea nitrogen and plasma insulin measurement

Serum blood urea nitrogen (BUN) were measured using the appropriate enzymatic methods (A667-00, Serotec, Hokkaido, Japan). Insulin concentrations in the collected plasma were measured using an Ultra Sensitive Mouse Insulin ELISA Kit (Morinaga Institute of Biological Science, Inc., Kanazawa, Japan) according to the manufacturer’s instructions.

### Tissue preparation and histology

Mice were anesthetized and sacrificed, and the pancreas and kidneys were removed at the indicated time points. To prepare paraffin sections, the pancreas and kidneys were fixed with 4% paraformaldehyde and embedded in paraffin by Applied Medical Research Laboratory (Osaka, Japan). Paraffin-embedded mouse and human tissues were cut into 4-μm-thick sections. Periodic Acid-Schiff (PAS) staining was performed according to standard procedures.

### Immunohistochemistry

After deparaffinization, mouse and human paraffin sections were placed in citrate-buffered solution (pH 6.0) and boiled for 5 min to retrieve antigens. Endogenous peroxidase was quenched with 3.0% hydrogen peroxide in methanol for 20 min. Samples were blocked with 3% BSA in PBS for 30 min at room temperature and incubated with primary antibodies (Supplementary Table 2). Sections were labeled with a goat anti-rabbit HRP-conjugated secondary antibody (ab236469, Abcam). Diaminobenzidine chromogenic substrate (K3468, Agilent Technologies, Inc., Santa Clara, CA) was used for the color reaction, followed by counterstaining with hematoxylin. All sections were observed using an Eclipse E600 microscope (Nikon, Tokyo, Japan) and BZ-X700/BZ-X710 microscope (Keyence Corporation, Osaka, Japan). γH2AX-positive cells were quantified from three out of 10 consecutive non-overlapping cortical and medullary fields in each kidney under high magnification (n = 3). These three fields were randomly selected in a blinded manner.

### Immunofluorescence staining

For immunofluorescence staining, frozen sections were rehydrated and permeabilized with 0.5% Triton X-100 in PBS for 5 min. Samples were blocked with 3% BSA in PBS and sequentially incubated with the primary antibodies shown in Supplemental Table 2 overnight at 4 °C, followed by incubation with Alexa Fluor 594-conjugated secondary antibodies (Supplementary Table 2) for 1 h. Nuclear counterstaining was performed using DAPI or DRAQ5 (DR50050; BioStatus, Leicestershire, UK; 1:2000), followed by mounting in Prolong-Gold (Thermo Fisher Scientific). Images were obtained by confocal microscopy (FV1000; Olympus, Tokyo, Japan).

### RNA extraction and real‑time quantitative PCR

Total RNA was extracted from the cortex of kidneys or NRK-52E cells using TRIzol (Life Technologies, Carlsbad, CA) and Direct-zol RNA MiniPrep (Zymo Research, Irvine, CA). Two hundred nanograms of total RNA was reverse transcribed to synthesize cDNA using a PrimeScript RT reagent kit with gDNA Eraser (Takara Bio). The real-time detection of PCR products was performed using KAPA SYBR FAST qPCR Master Mix (2x) Universal (Kapa Biosystems, Wilmington, MA) and a Thermal Cycler Dice Real Time System (Takara Bio Inc.). Gene expression was quantified using β-actin as an internal control. The primers are shown in Supplementary Table 3.

### RNA sequencing

NRK52E cells, a rat proximal tubular epithelial cell line, in the STZ groups were treated with 10 mM of STZ for 24 h before RNA extraction. RNA samples were provided to the NGS core facility of the Genome Information Research Center at the Research Institute for Microbial Diseases of Osaka University for library construction and sequencing. Library preparation was performed using a TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA) according to the manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq 2500 platform in a 100-bp single-end mode. Sequenced reads were mapped to the rat reference genome sequences (Rnor6) using STAR v 2.7.10a (https://github.com/alexdobin/STAR/) and uniquely mapped reads were counted by featureCounts function in the Subread package (https://subread.sourceforge.net).

### Bioinformatic analysis

Data analyses were performed using R software version 4.1.2 (https://www.R-project.org/). The edgeR package was used for a differential expression analysis^42^. Genes with FDR < 0.05 and an absolute log2 fold change > 1 were considered to be significantly differentially expressed genes. The fgsea package was used for a gene set enrichment analysis. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (https://www.genome.jp/kegg/kegg1.html) was performed using iDEP version 0.93 (http://bioinformatics.sdstate.edu/idep93/) with the generally applicable gene-set enrichment for pathway analysis (GAGE) method^43^.

### Western blot analysis

Total cell or tissue extracts were obtained using lysis buffer 17 (R&D Systems, Inc., Minneapolis, MN, USA). Proteins were denatured by heating at 95 °C for 5 min and separated by SDS-PAGE. Then, proteins were transferred onto polyvinylidene difluoride membranes (Immobilon-P IPVH00010: Millipore, MA, USA). After blocking in 5% non-fat milk or 3% BSA in TBS/0.1% Tween20 at room temperature for 1 h, the membrane was incubated with the primary antibody (Supplementary Table 2) at 4 °C overnight. After washing with TBS/0.1% Tween20, secondary peroxidase-conjugated secondary antibodies were added (7074S; Cell Signaling Technology, Boston, MA; 1:3000 at room temperature). Chemiluminescence was detected using an ECL select Western blot detection reagent (RPN2235: GE Healthcare UK Ltd, Amersham Place, England) or Clarity Max western ECL substrate (1,705,062: Bio-Rad Laboratories, Inc., Hercules, CA, USA). Signal intensities were evaluated using ImageJ software (National Institutes of Health, Bethesda, MD).

### Comet assay

The comet assay was performed using the Comet Assay Kit (Abcam ab238544) as previously described^41,44^. In brief, mouse kidneys were removed and minced in a small amount of ice-cold PBS containing 20 mM EDTA. The supernatant was passed through a 35-μm cell strainer. After centrifugation, the pellet was suspended at 1 × 10^5^ cells/ml in ice-cold PBS. Samples were mixed with comet agarose at a 1/10 ratio (v/v) and then transferred onto glass slides covered with a comet agarose base layer. After incubating with pre-chilled lysis buffer, slides were subjected to electrophoresis. Electrophoresis was performed in Alkaline Electrophoresis Solution for the alkaline comet assay and TBE Electrophoresis Solution for the neutral comet assay. After electrophoresis, slides were incubated with Vista Green DNA dye. Images were obtained by epifluorescence microscopy (IX71; Olympus, Tokyo, Japan) using the FITC filter. Ten pictures (5–15 cells per picture) were randomly taken, and the tail moment (tail length × tail % DNA/100) of 100 cells per group was calculated using Comet Score analysis software (TriTek Corp.).

### Statistical analysis

Results are expressed as the mean ± standard error (SE). Statistical analyses were performed by the unpaired *t*-test for comparisons of two variables and an analysis of variance and Dunnett’s post hoc test for comparisons of multiple variables. *P* values of < 0.05 were considered to be significant.

## Supplementary Information

Supplementary Information.

## Data Availability

RNA-seq data for all samples were deposited in the Gene Expression Omnibus under the accession number GSE215337. Secure token for reviewer access: gzanqiemjhyhdyl.

# Supplementary material for: Streptozotocin induces renal proximal tubular injury through p53 signaling activation
**Source:** Sci Rep. 2023 May 29;13:8705. doi: 10.1038/s41598-023-35850-w

Supplementary Information

**Streptozotocin induces renal proximal tubular injury through p53 signaling activation**

Kunihiro Nakai, Minato Umehara, Atsushi Minamida, Hiroko Yamauchi-Sawada, Yasuto Sunahara, Yayoi Matoba, Natsuko Okuno-Ozeki, Itaru Nakamura, Tomohiro Nakata, Aya Yagi-Tomita, Noriko Uehara-Watanabe, Tomoharu Ida, Noriyuki Yamashita, Michitsugu Kamezaki, Yuhei Kirita, Eiichi Konishi, Hiroaki Yasuda, Satoaki Matoba, Keiichi Tamagaki, and Tetsuro Kusaba

**3 supplementary tables, and 4 supplementary figures**

**Supplementary Table 1**. Patient characteristics

**Supplementary Table 2**. Primary and secondary antibodies for immunohistochemistry, Immunofluorescence and Western blotting

| Immunohistochemistry | Source | Catalog # | Vendor |
| --- | --- | --- | --- |
| **Primary antibody** |  |  |  |
| Megalin | Rabbit | ab76969 | Abcam |
| Phospho-histone H2A.X (Ser139) | Rabbit | 2577S | CST |
| **Secondary antibody** |  |  |  |
| Anti-rabbit antibody (HRP-conjugated) | Goat | ab236469 | Abcam |

| Immunofluorescence | Source | Catalog # | Vendor |
| --- | --- | --- | --- |
| **Primary antibody** |  |  |  |
| γH2AX | Rabbit | 2577S | CST |
| FITC-conjugated LTL |  | FL1321 | Vector Labs |
| FITC-conjugated DBA |  | FL1031 | Vector Labs |
| **Dye conjugated**  **secondary antibody** |  |  |  |
| anti-rabbit antibody | Goat | A11012 | Thermo Fisher Scientific |

| Western blotting | Source | Catalog # | Vendor |
| --- | --- | --- | --- |
| **Primary antibody** |  |  |  |
| Phospho-histone H2A.X (Ser139) | rabbit | 2577S | CST |
| Phospho-p53 (Ser15) | rabbit | 9284S | CST |
| Cleaved caspase-3 (Asp175) | rabbit | 9664S | CST |
| β-actin | mouse | A2228 | Sigma-Aldrich |
| GAPDH (HRP-conjugated) | mouse | ab105428 | Abcam |
| **Secondary antibody** |  |  |  |
| Anti-rabbit antibody (HRP-conjugated) | goat | 7074S | CST |
| Anti-mouse antibody (HRP-conjugated) | horse | 7076S | CST |

**Supplementary Table 3**. Primers for qPCR

| Mouse |  |  |
| --- | --- | --- |
| Gene | Forward | Reverse |
| *Lrp2* | AAAATGGAAACGGGGTGACTT | GGCTGCATACATTGGGTTTTCA |
| *Havcr1* | AAACCAGAGATTCCCACACG | GTCGTGGGTCTTCCTGTAGC |
| *Actb* | AGCCATGTACGTAGCCATCC | CTCTCAGCTGTGGTGGTGAA |
| *Slc34a1* | TGCCTCTGATGCTGGCTTTC | GATAGGATGGCATTGTCCTTGAA |
| *Slc5a2* | ATGGAGCAACACGTAGAGGC | ATGACCAGCAGGAAATAGGCA |

| Rat |  |  |
| --- | --- | --- |
| Gene | Forward | Reverse |
| *Lrp2* | GCAGAGATGGACAGTGAGGT | GCTGGCGAGGCTATACG |
| *Havcr1* | TGGCACTGTGACATCCTCAGA | GCAACGGACATGCCAACATA |
| *Actb* | GCGAGTACAACCTTCTTGCAG | GCCTTGCACATGCCGGA |
| *Slc34a1* | AGCTCCAGCACCTCGACATC | GCATCAGGGCCACAATGGTG |
| *Slc5a2* | GACATTCTGGTCATTGCCGC | CTGCCAAGAAGTAGCCACCA |
| *Slc2a2* | ACCAGCACATACGACACCAG | ACCATTCCGCCTACTGCAAA |

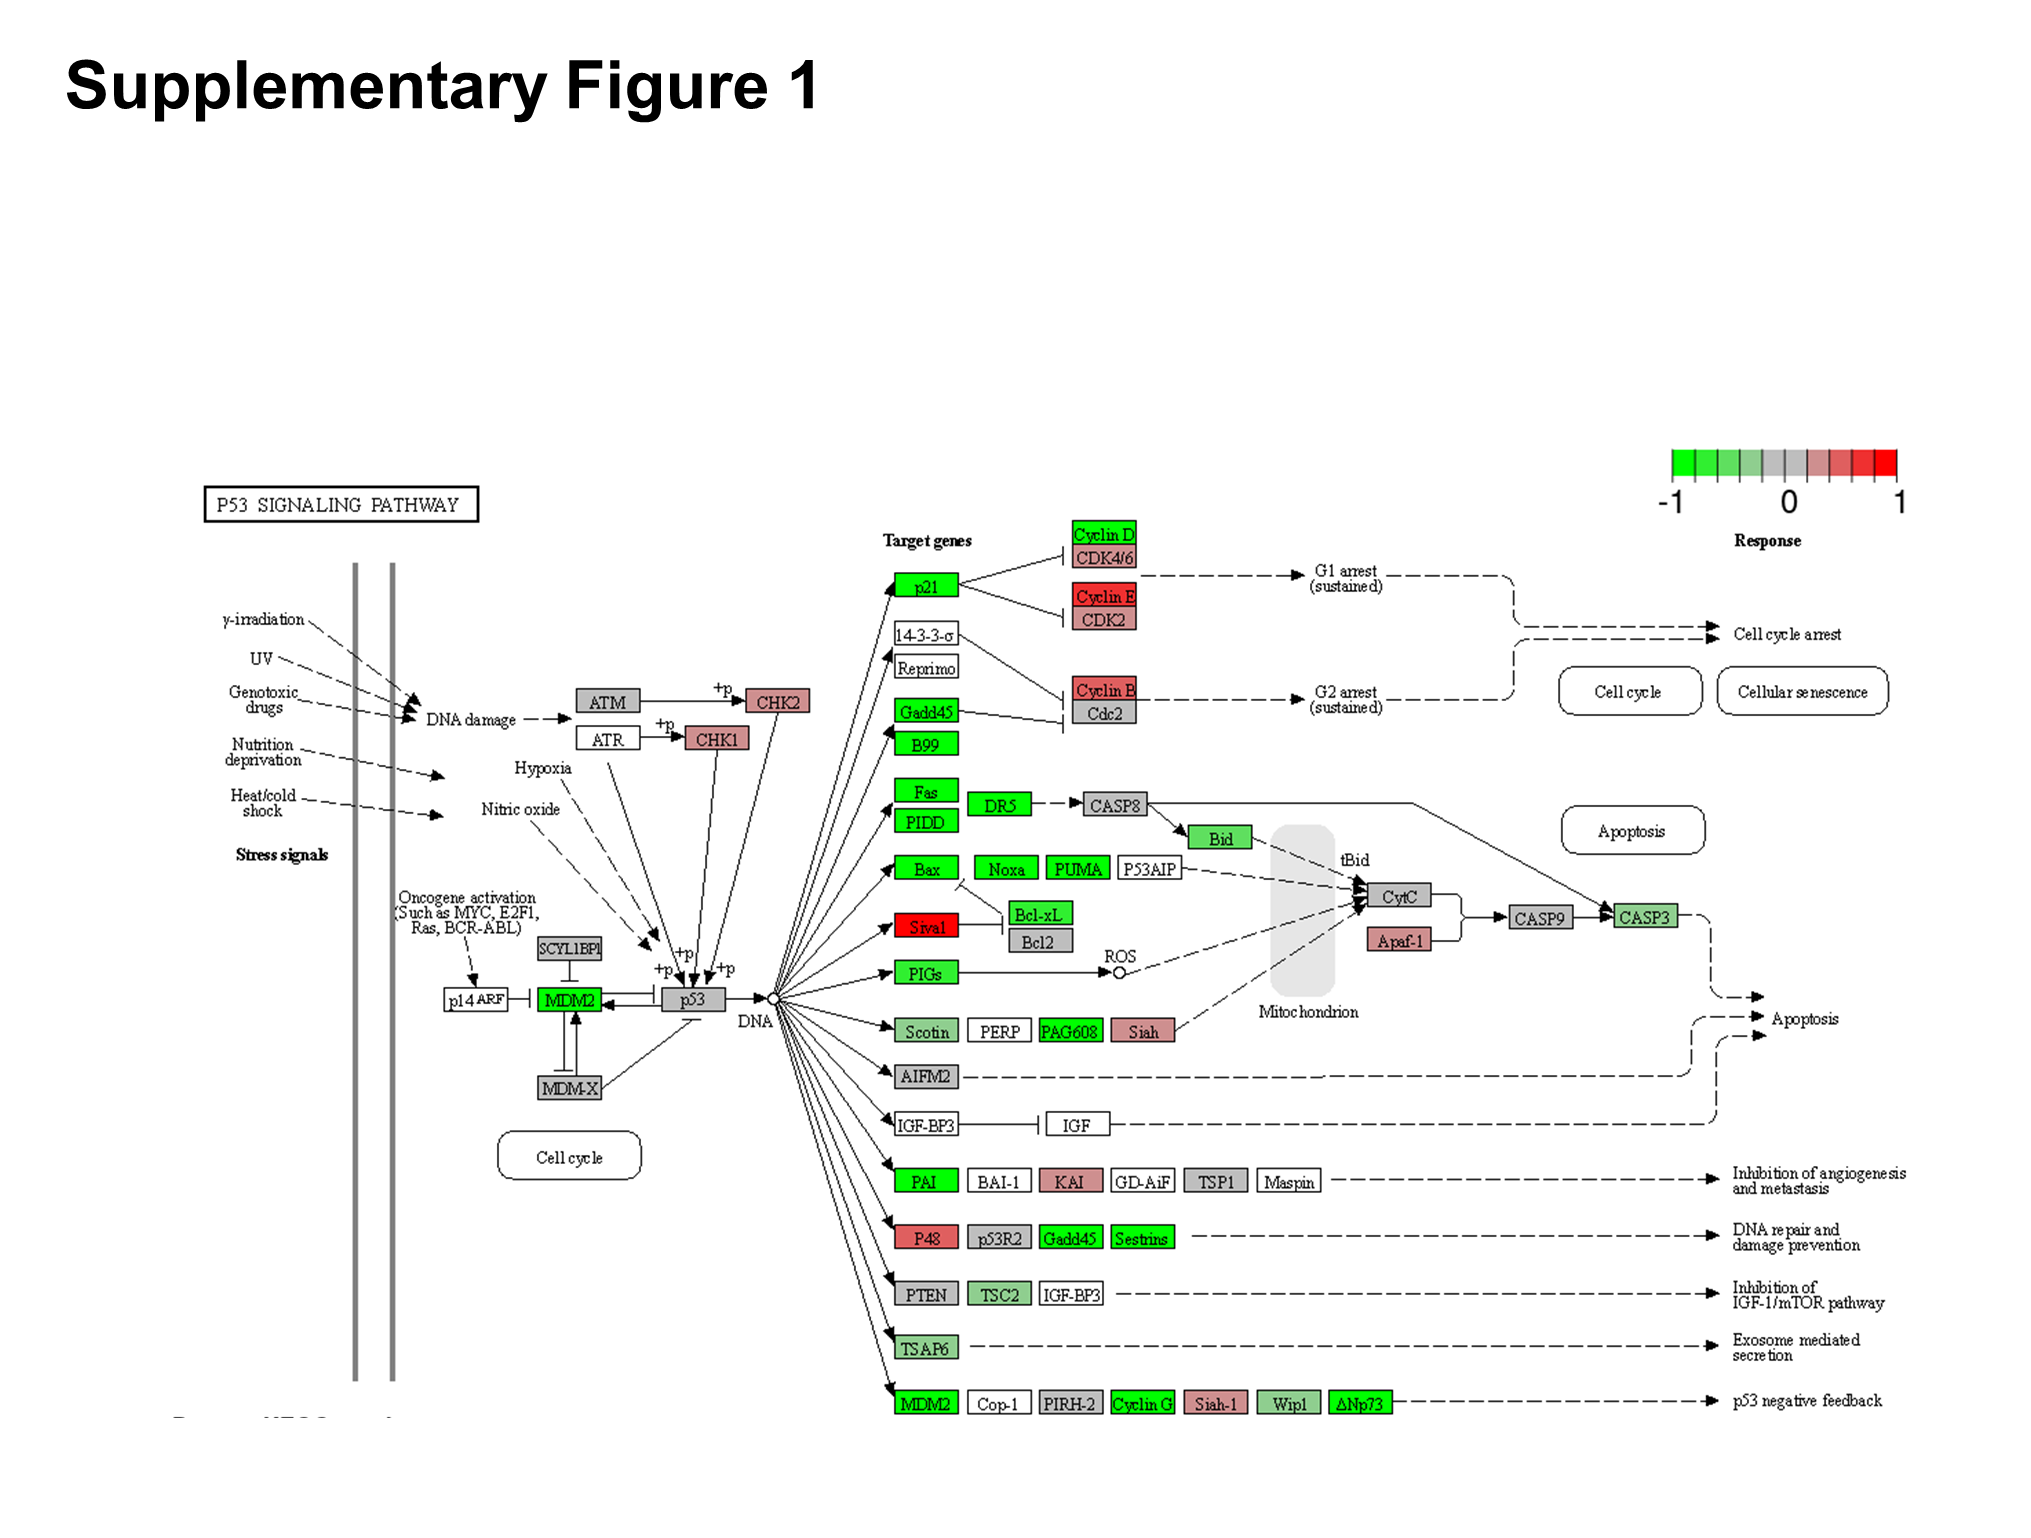
**Supplementary Figure 1. Up- or down-regulated genes in the p53 signaling pathway**

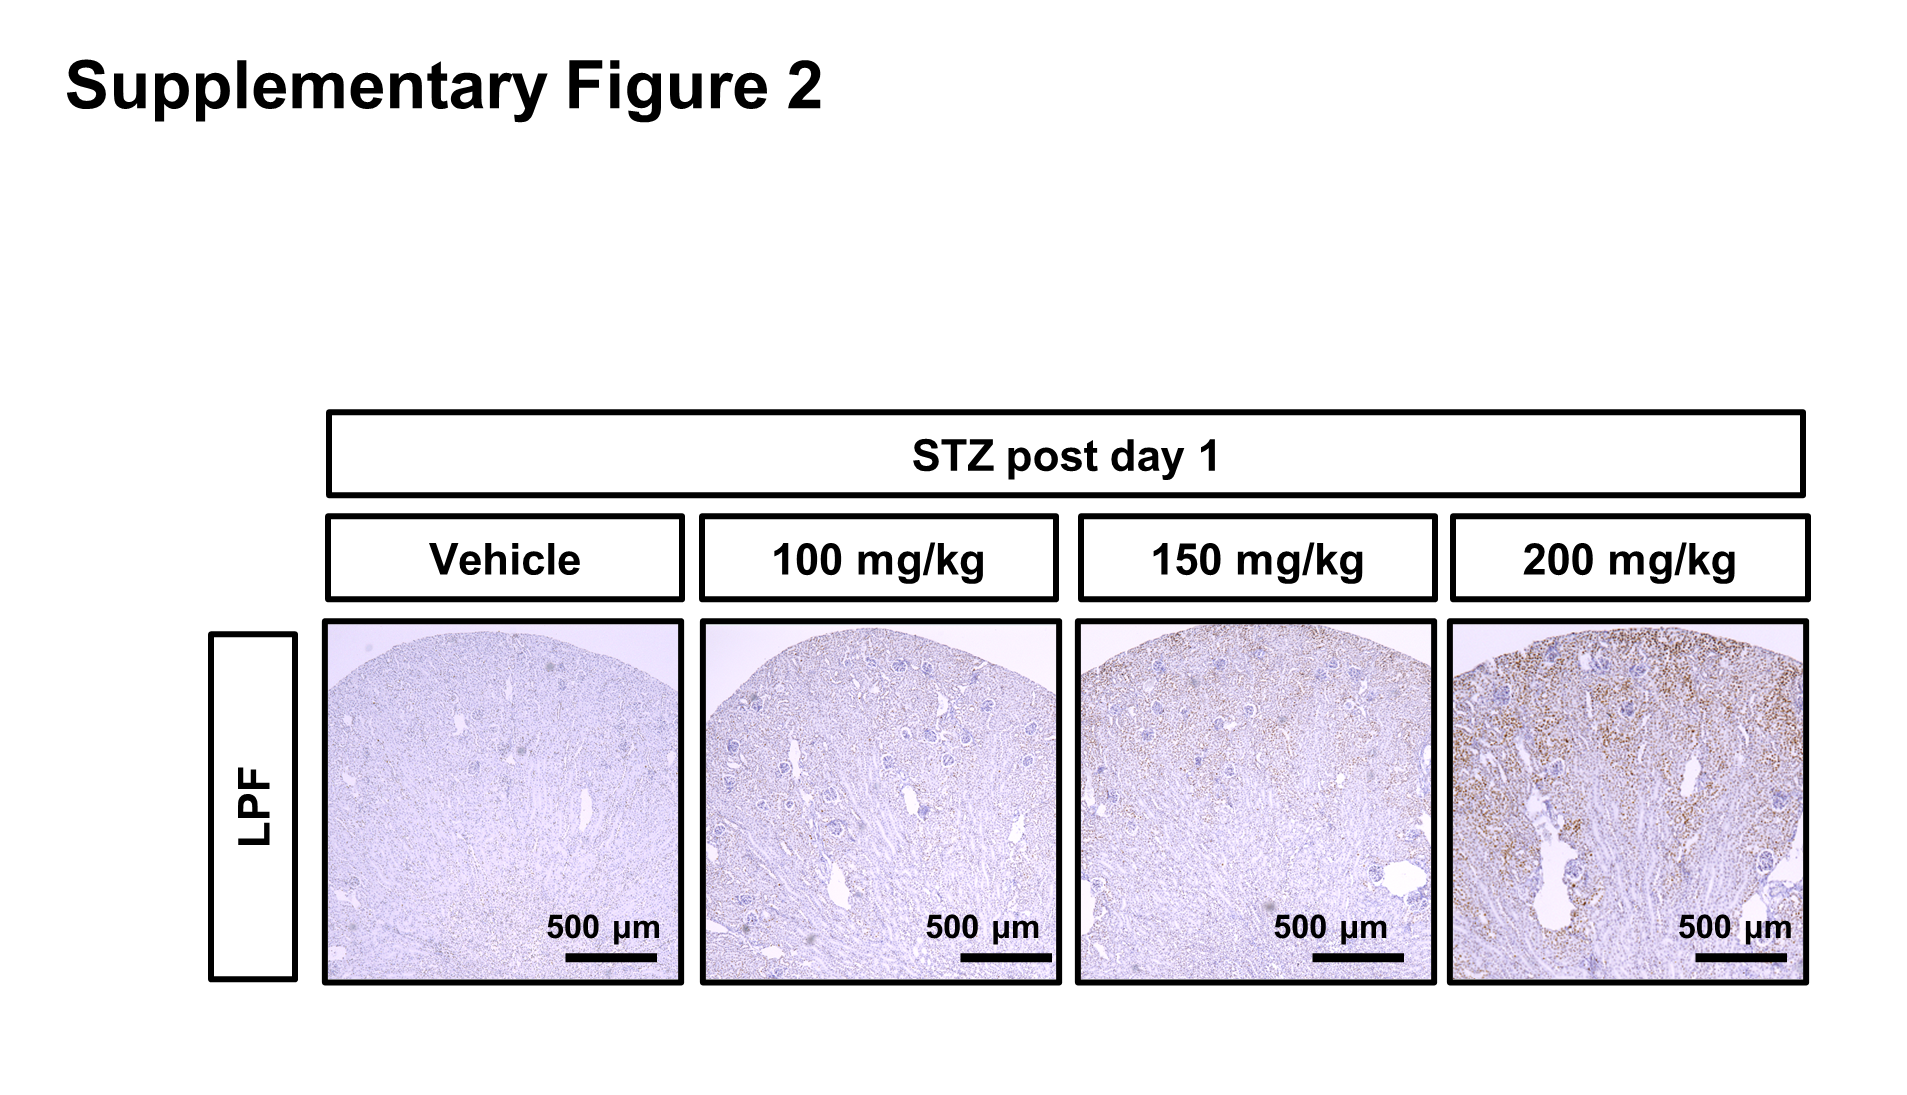
**Supplementary Figure 2. Immunostaining for γH2AX in STZ-treated mice**

Microscopic low-power field images of the kidneys of STZ-treated mice. Bar = 500 μm.

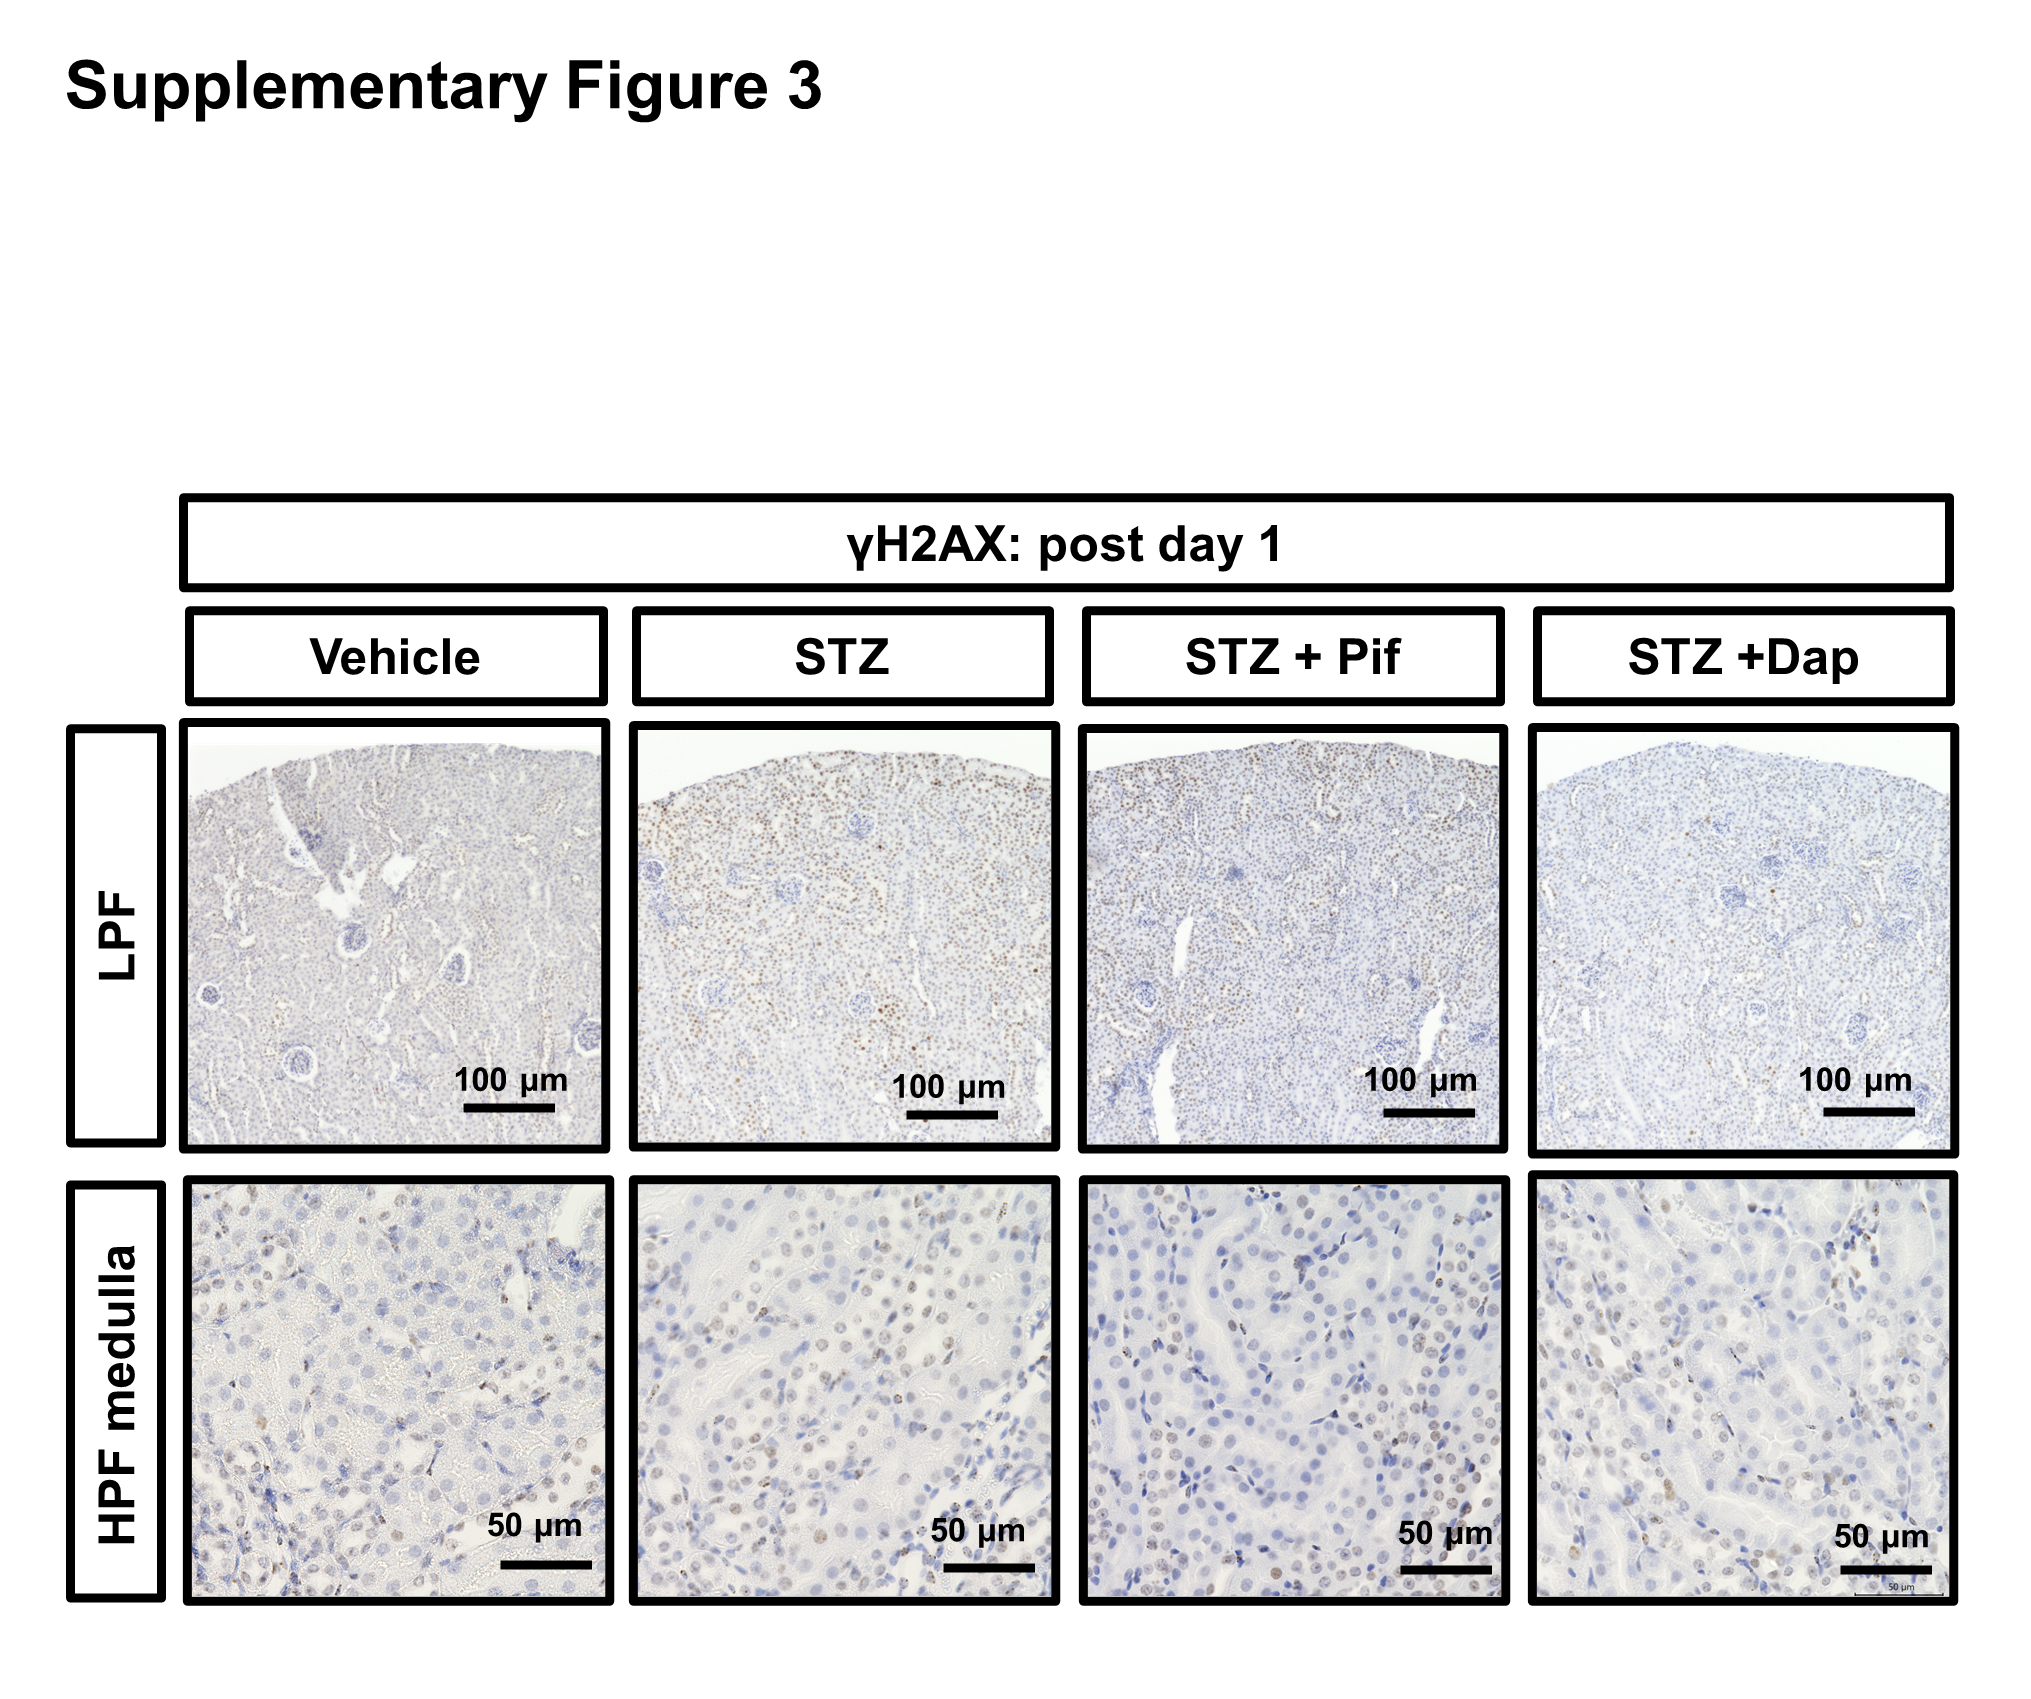
**Supplementary Figure 3. Immunostaining for γH2AX in STZ-treated mice**

(a) Microscopic low-power field images of the kidneys of STZ-treated mice. Bar = 100 μm. (b) Microscopic high-power field images of the renal medulla. Bar = 50 μm.

**Supplementary Figure 4. Unprocessed Western blots for the figures**

Figure 2e

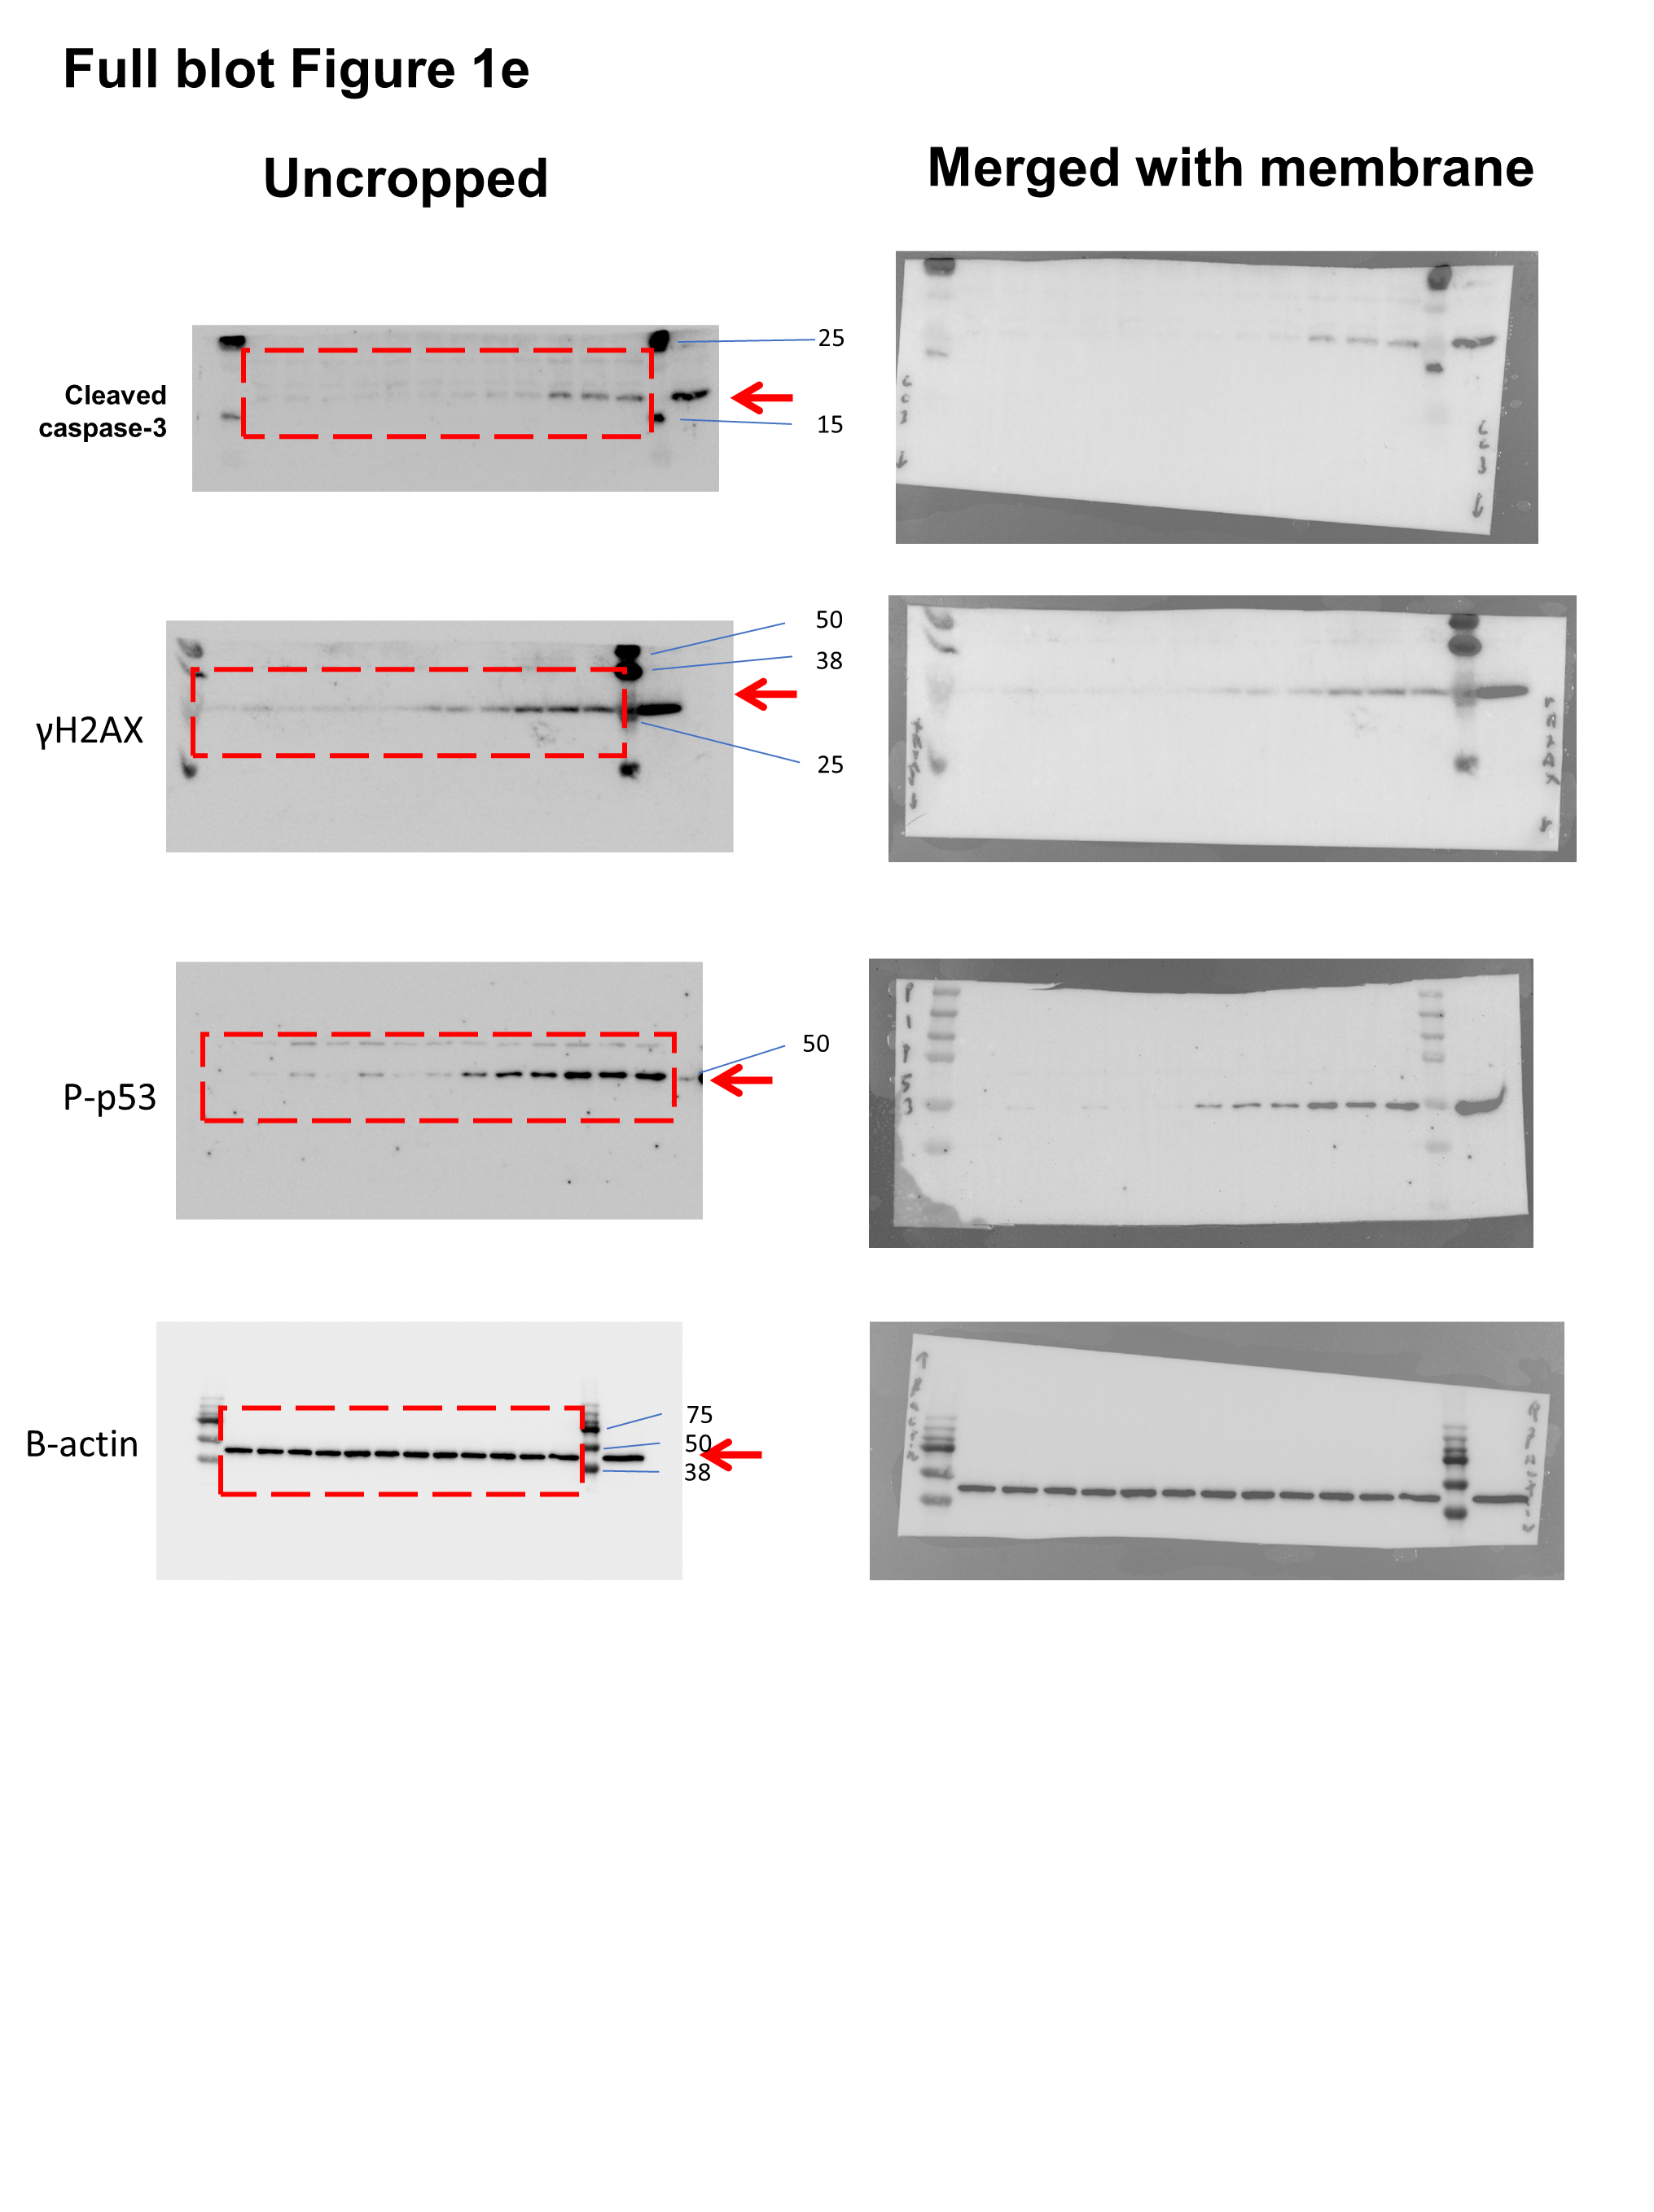

Figure 4d

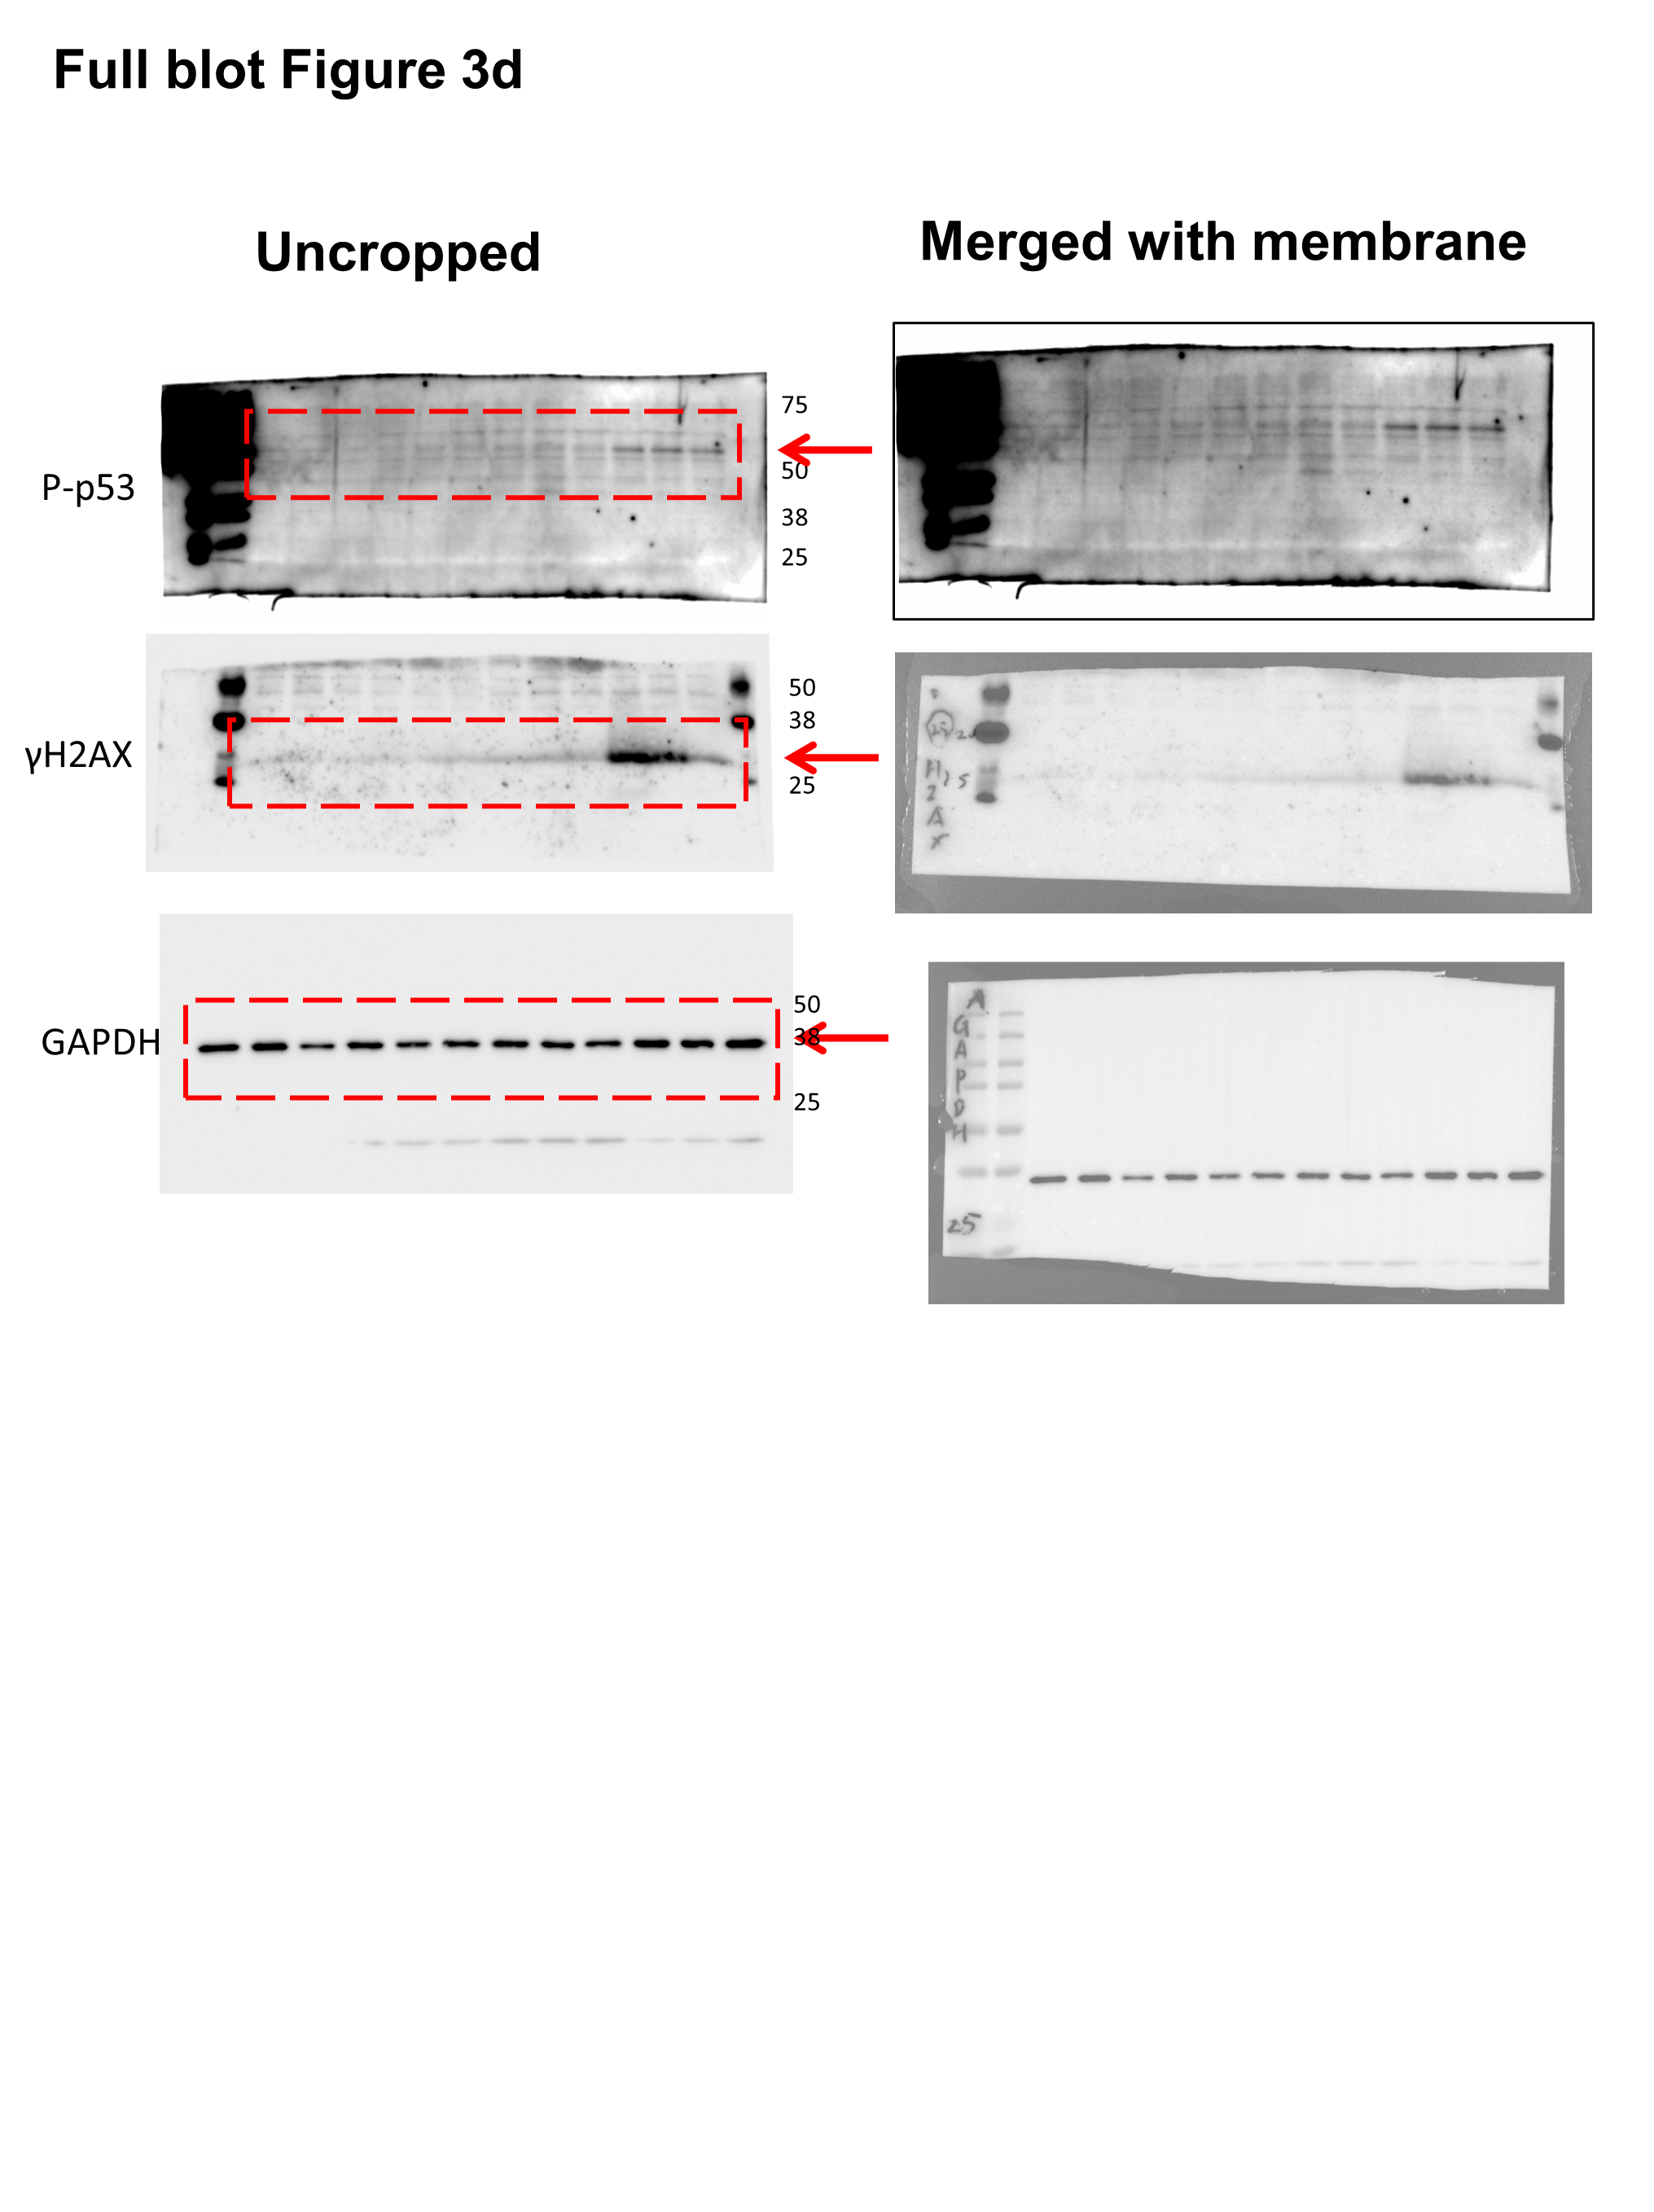

Figure 6i

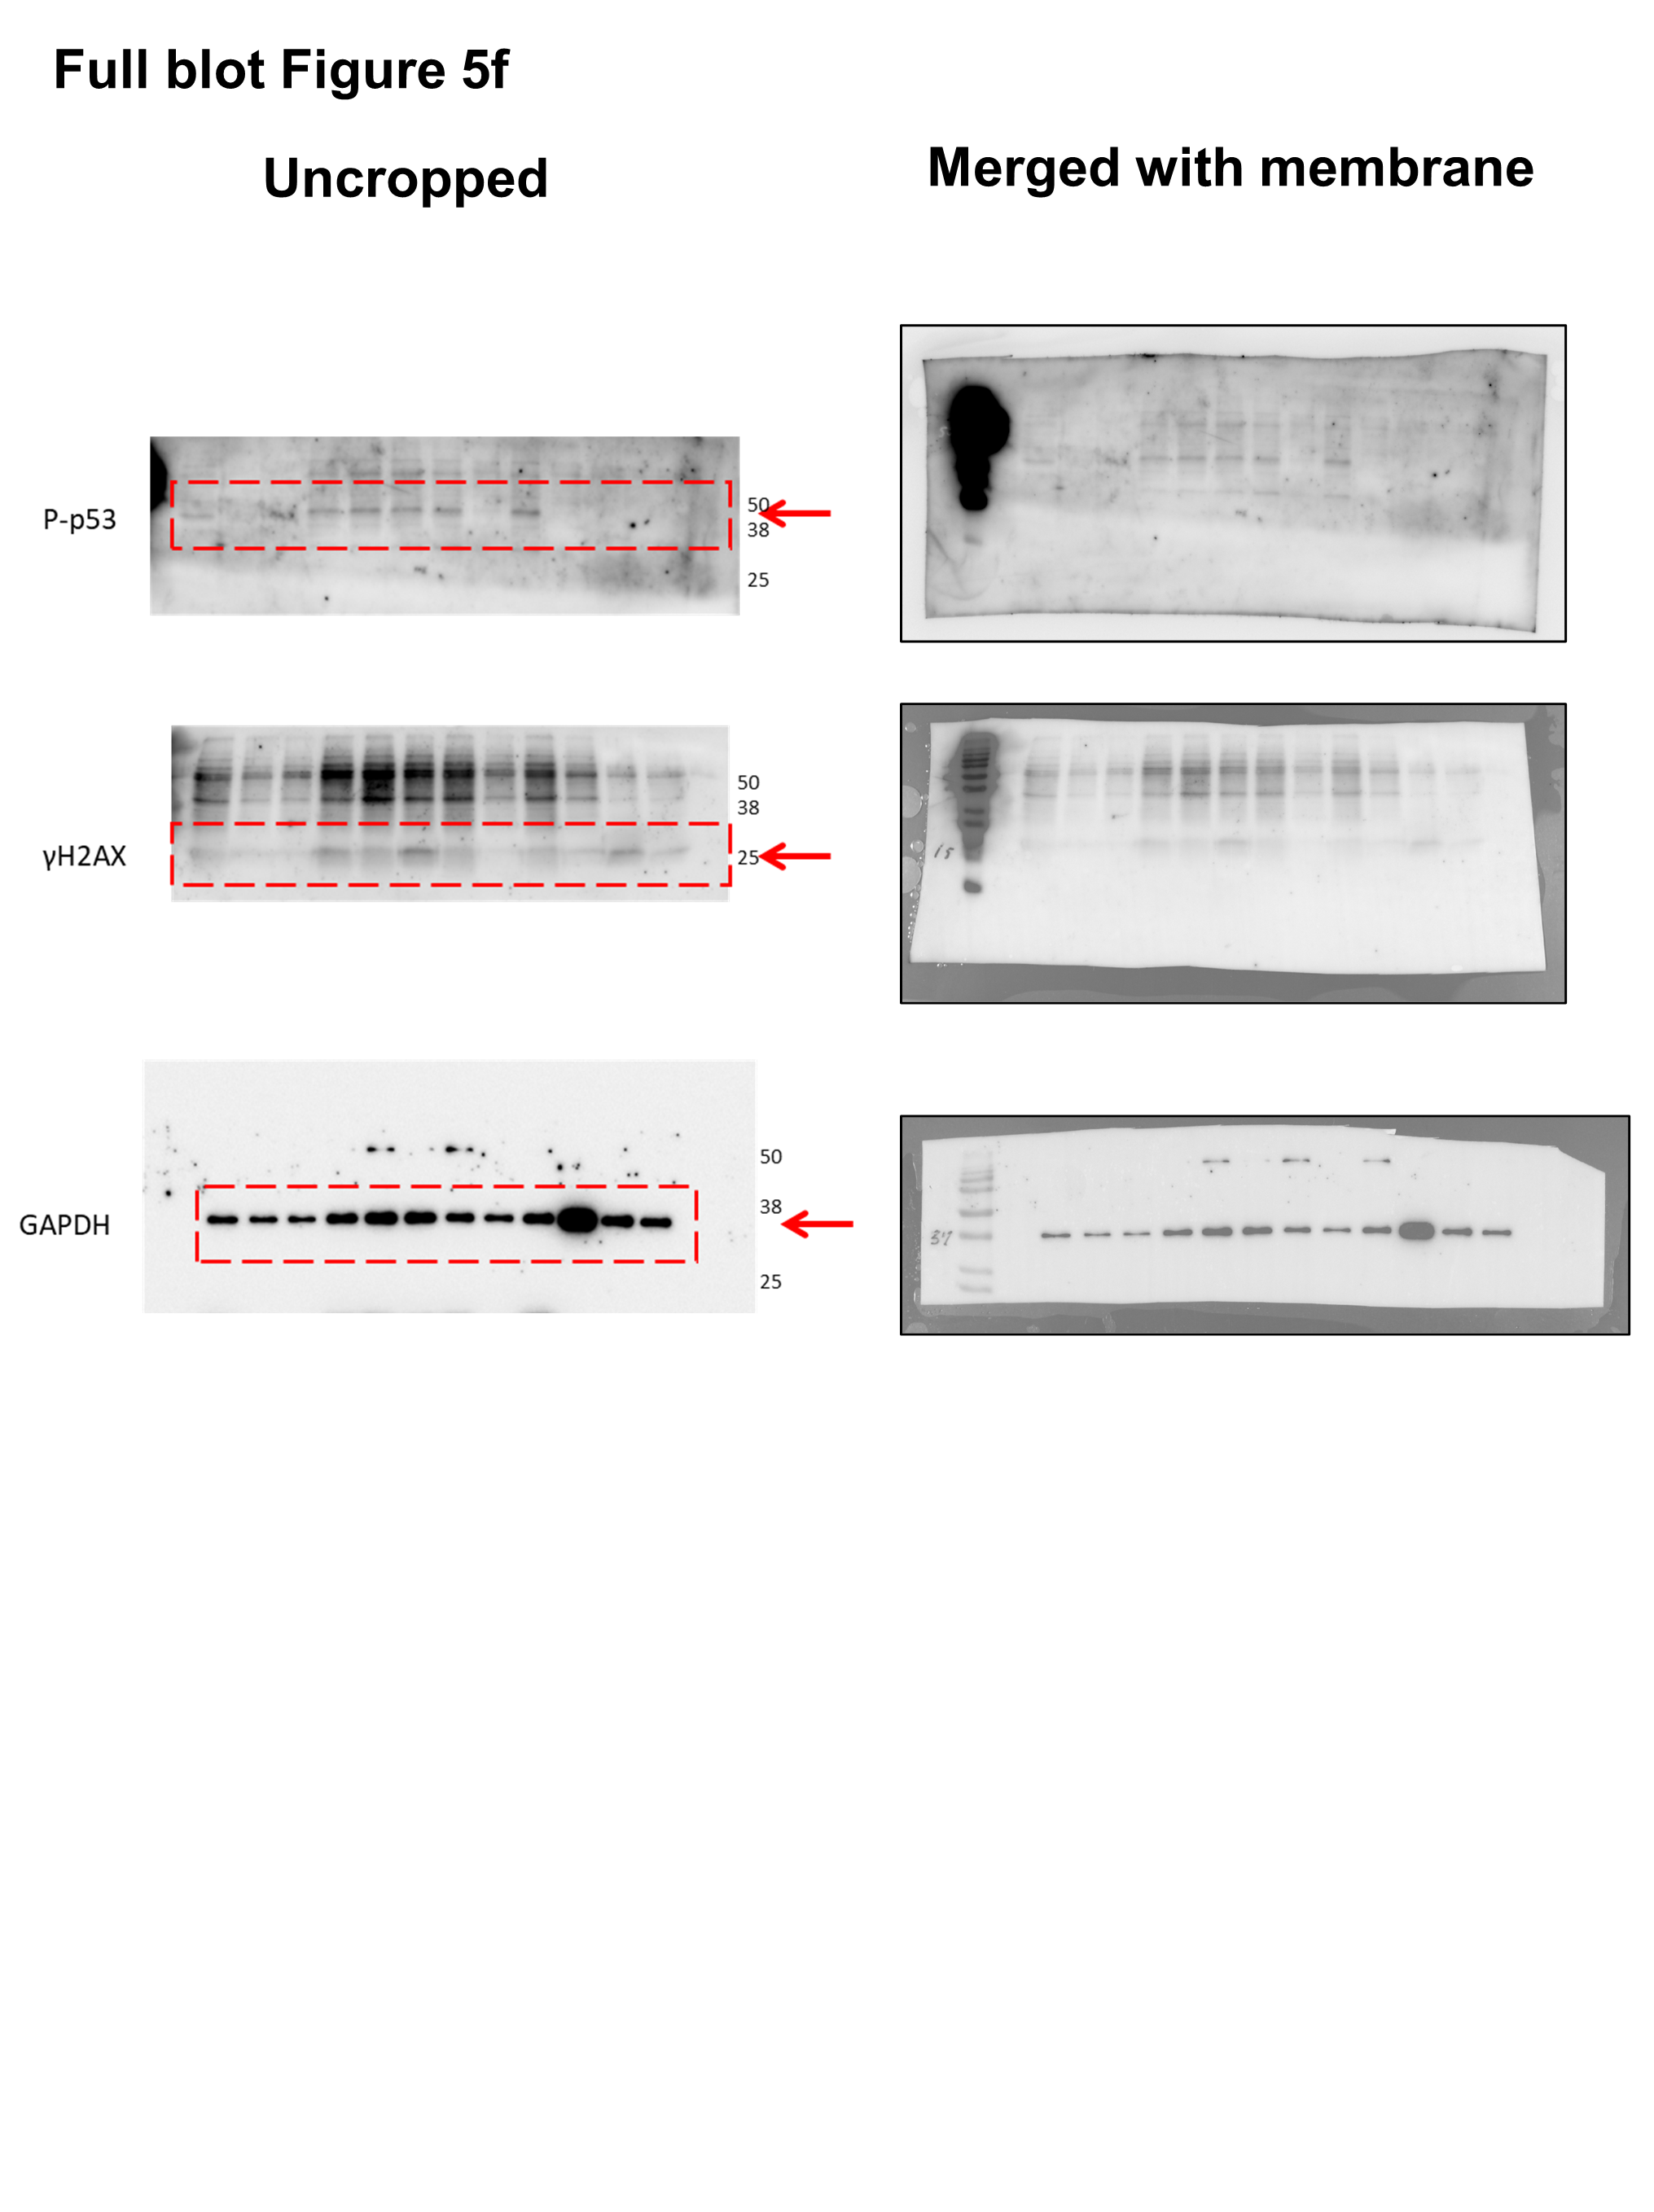

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

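RNA of NRK-52E cells treated with 10 mM of STZ (3 samples) or vehicle (3 samples) for 24 h was sequenced. The authors mapped the reads to the rat genome (Rnor6) with STAR, counted uniquely mapped reads per gene with featureCounts, and deposited raw counts, 1 column per sample. The table holds 18930 genes and no gene without a read. Of its rows, 2871 carry only an Ensembl identifier, and 422 share a name with another row; each row was tested as deposited. The 6 columns were assigned to conditions and replicate numbers by their labels, and no column was left over.

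From these counts, library scaling (TMM), the filter on low counts (filterByExpr), dispersion and the quasi-likelihood test were computed with edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment. Differential expression required an adjusted p-value under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. Gene sets were tested with fgsea 1.28.0 and with camera and fry of limma 3.58.1, whose p-values come from models across genes and not from exact tests. The paper's KEGG analysis with GAGE in iDEP was not repeated. The p53 set holds the 71 genes read from the boxes of Supplementary Fig. 1. There were also 6 lists of genes fixed before the data were examined, namely the labelled genes of Fig. 2c, p53 targets outside the map, mitosis genes, S-phase genes, Nrf2 targets and integrated stress response genes. Lists of sterol, YAP target and base excision repair genes, the last including Mgmt, were written after the data had been looked at. The design, the comparisons, the alternatives and the rule for naming genes were likewise set before the data were examined.

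The genes named are those the paper names for these cells, the 5 largest rises and 5 largest falls among differentially expressed genes with a gene symbol, groups that do not overlap and a mean of at least 50 normalized counts, and the gene with the smallest p in each list. Genes named outside this rule are marked as chosen after their values were seen. Values of some single genes are not reported here, though these genes enter the counts and set tests. With 3 samples against 3, the smallest exact two-sided permutation p for 1 gene is 0.1, so no such test is given.

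The alternatives were 3 other filters on low counts, 3 other scalings, 4 other tests (edgeR's exact and likelihood ratio tests, DESeq2 1.42.0 and limma-voom), 2 other thresholds, the replicate number as a block, and each of the 6 samples left out in turn. For the gene sets, other rankings, sets and correlation settings were added. The steps were tested on simulated counts for 11870 genes, of which 200 were changed. The quasi-likelihood test recovered 194 of these and called 1 unchanged gene, while 11 unchanged genes had an adjusted p-value under 0.05. Every planted change was larger than the fold-change threshold, and no other gene was changed. The simulation therefore does not measure recovery or false calls near that threshold.

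Total counts between 10430924 and 15191349 per sample set the precision for low genes. The KEGG gene sets of pathways other than p53 signaling were not analysed here, so the ranking of pathways was not recomputed. Names of overlapping genes came from the GRCr8 annotation, in which 36 of 36 genes looked up were found. No coordinates are given, because the authors used another build. GC content was not tested.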

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

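The tests of library scaling in this part were chosen after the results were seen.

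Genes regulated by p53 that are not in the pathway map are not discussed in the paper. Of 19 such genes tested, 14 were higher in STZ-treated cells with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); adjusted over the list alone, 15 were higher. The median log2 fold change was 0.73. Btg2 had the smallest p of the list, with a log2 fold change of 1.75. None of the list is in the pathway map. As a set, the list passed camera with the preset correlation (adjusted p = 2.9e-31) and with the correlation estimated from the data (adjusted p = 7.7e-04). It also passed fry (adjusted p = 1.8e-06). Other scalings of the libraries gave a median of at least 0.70, and the median was 0.72 after every library was thinned to the smallest total, so neither scaling nor unequal depth accounts for the rise. STZ treatment is the explanation the design gives, and it remains a hypothesis.

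Targets of Nrf2, the regulator of the response to oxidative stress, are likewise not discussed. Of 10 tested, 7 were higher with an adjusted p-value under 0.05 and 1 was lower, over all genes tested and adjusted over the list alone. The median log2 fold change was 0.26, and Nqo1 had the smallest p, with a log2 fold change of 1.32. Other scalings gave a median of at least 0.23, and thinning gave 0.27, so scaling and depth do not account for the rise. The list passed camera with the preset correlation (adjusted p = 8.9e-07) and fry (adjusted p = 7.9e-04), but not camera with the correlation estimated from the data (adjusted p = 0.122). As a set, the rise therefore rests on how the correlation between these genes is treated.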

How the results depend on the processing

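The number of differentially expressed genes, 400 with the settings reported, moved by more than 1.5 times under 3 alternatives. It was 249 with at least 10 counts in every sample, where 248 of the genes were shared with the 400, 6046 with the adjusted p-value alone, and 112 when glmTreat tested against an absolute log2 fold change of 1. The first tests fewer genes, the second drops the fold-change threshold and the third requires the fold change itself to exceed it. With no filter 585 genes were called, with at least 0.5 CPM in 1 sample 565, and with DESeq2's Wald test 365. Across the 6 fits that each left out one sample, the count was 403 to 462.

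The share of differentially expressed genes that were higher, 67%, was 62.2% with library size only and 82.1% with glmTreat; the cause was not tested. It was 64.3% to 70.6% with one sample left out. Of the 16 labelled genes, 8 passed both thresholds, 16 passed with the adjusted p-value alone, 7 with at least 10 counts in every sample, 7 with glmTreat, and 8 to 9 with one sample left out.

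The enrichment score of the p53 map by fgsea, 2.18, kept its direction and its side of the threshold under 17 of 18 alternatives, and was 2.08 to 2.19 with one sample left out. Without the 16 labelled genes it was 0.53. By camera, the map kept its direction under 17 of 18 alternatives, and p was 1.5e-15 to 4e-14 with one sample left out. When the labelled genes were removed the direction reversed, and limma's camera, a model across genes and not an exact test, gave p = 0.803. Both follow from the construction of that alternative, which removes the genes the study picked as changed.

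Of the 6 lists fixed beforehand, 4 passed camera (adjusted p under 0.05), 2 with the correlation estimated from the data, and 4 to 5 with one sample left out; the cause was not tested. Among these is the list of labelled genes, which the study picked on these samples and which had to pass. Of the other 5 lists, 3 passed, 1 with the estimated correlation, and 3 to 4 with one sample left out. Under the rotation test fry, all 6 lists passed, these 5 included. Unlike camera, fry does not compare a list with the other genes, of which 50.9% passed the adjusted p-value threshold. Passing fry therefore does not set a list apart from the other genes. Over the lists and their alternatives, 79 of 90 outcomes were unchanged, 2 were weaker and 9 stronger. Over the lists written later, 57 of 60 outcomes were unchanged and 3 were weaker, all of them for the YAP target genes. The log2 fold changes of 38 named genes kept their direction and their side of the adjusted p-value threshold in all 645 refits of single genes. The 5 qPCR markers were all tested only with no filter, and 1 of them with at least 0.5 CPM in 1 sample, so the other alternatives gave no value for them.

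Control and STZ samples share replicate numbers. The deviations from the group means of same-numbered samples had correlations of 0.0326, -0.0221 and 0.127 across 9560 genes, which are not independent. Those of differently numbered samples lay between -0.132 and 0.0948. The values show no clear pairing, but 3 samples per group are too few to exclude one. With the replicate block, 398 genes were differentially expressed, the enrichment score was 2.18 and the camera p was 1.4e-14. The list of S-phase genes passed camera with the block (adjusted p = 0.0467, against 0.052 without it), and the block changed no other call among the gene sets, lists and named genes refitted with it.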

Differences from the paper's values

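The paper reports 266 differentially expressed genes of 18930, against 400 here. Among the alternatives set before the data were examined, 249 genes with at least 10 counts in every sample lay closest to the paper's 266. DESeq2's Wald test (365), the upper quartile (397), the replicate block (398), DESeq2 size factors (399), library size only (399) and limma-voom (399) were also within 1.5 times of it. No filter (585), at least 0.5 CPM in 1 sample (565), edgeR's exact and likelihood ratio tests (401 each), each sample left out (403 to 462), the adjusted p-value alone (6046) and glmTreat (112) were not. The cut at 1.5 times parts 399 from 401, so it does not tell those settings apart. None gave exactly 266.

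The paper's normalized enrichment score of the p53 signaling pathway is about 1.6 in Fig. 2d, read by eye, against 2.18 here. The sets are not the same, since the set here was read from Supplementary Fig. 1. None of the alternatives set before the data were examined closed the gap; the nearest, with no filter, gave 1.79.

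The legend of Fig. 2c describes the labelled genes as significantly differentially expressed, and the methods require both thresholds. Here 8 of the 16 passed both and 16 passed the adjusted p-value alone. The number was 7 with at least 10 counts in every sample and 7 with glmTreat, and 8 to 9 with one sample left out.

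Supplementary Fig. 1 has a colour scale on which green stands for lower and red for higher values. Of 24 boxes painted green, 22 could be summed from the genes tested, and 22 had a positive sum of log2 fold changes (STZ against Control), from 0.22 to 3.25. All 11 boxes painted red had a negative sum, from -0.86 to -0.16. The colours were read by eye after the values had been seen, so the reading was not blind. Taken with the opposite sign, they follow the values here.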

Other observations

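The tests for a library deposited more than once and of library scaling for the share of higher genes and the mitosis genes were chosen after the results were seen.

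The difference between STZ and Control was set against other splits of the 6 samples. Only the real split, 1 of 10, gave as many as 400 differentially expressed genes; the other 9 gave 0, with 57 to 152 genes at an unadjusted p under 0.05 against 6636 for the real one. With 10 splits the share of splits cannot fall under 0.1, and each of the others mixes STZ and Control samples in both groups, which lowers its count. After each library was thinned to 10430924 reads, 404 genes were called, 366 of them shared with the 400, which argues against unequal depth. Samples of a group differed by more than sampling noise, with a chi-square per degree of freedom of 1.85 or more, against the deposition of one library more than once. Among genes past both thresholds, higher genes outnumbered lower genes under 3 other scalings, with a share of at least 62.2%. At the adjusted p-value alone, lower genes were the more numerous under library size only and the upper quartile.

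The 5 markers measured by qPCR in Fig. 2b, Havcr1, Lrp2, Slc34a1, Slc5a2 and Slc2a2, had at most 7 reads in any sample and none passed the filter. Without a filter 0 of the 5 had an adjusted p under 0.05, 0 adjusted over the list alone and 0 an unadjusted p under 0.05 (edgeR's quasi-likelihood test). A large rise from so few reads was detectable, since Fas, with 2 to 6 reads per Control sample and 38 to 44 per STZ sample, was called. No marker rose to such counts. Whether a marker fell or changed slightly cannot be decided, because its reads were too few.

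Genes of sterol synthesis, which the paper does not discuss, were lower with STZ. Mvd, Hmgcs1, Acat2, Tm7sf2 and Hsd17b7 were noticed among the most changed genes, so apart from Mvd they were chosen after their values were seen. A further list was written before its values were looked at. All 18 of its genes tested were lower with an adjusted p-value under 0.05, and Lss and Mvk, named after their values were seen, passed the fold-change threshold. The median of these 18 genes was -0.63, which argues against selection from a ranked list. It was -0.63 or lower under 3 other scalings, and -0.63 after every library was thinned to the smallest total, which argues against scaling and depth. A candidate explanation is lower cell density after STZ, which would raise YAP target genes. The paper reports that STZ for 24 h lowered the number of viable NRK-52E cells with rising dose (Fig. 2a). A rise of YAP target genes would not by itself show that density lowered the sterol genes. Their median log2 fold change was 0.16, and 7 of 10 were higher with an adjusted p-value under 0.05. As a set they passed camera (p = 0.0368) and fry (p = 0.0013) but not camera with an estimated correlation (p = 0.147), with at least 10 counts in every sample (p = 0.0599) or without Control replicate 1 (p = 0.0652), so the explanation stays open.

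Mitosis genes were lower, with 14 of 18 lower and 3 higher at an adjusted p-value under 0.05 and a median log2 fold change of -0.35. The highest median under 3 other scalings was -0.35, which argues against scaling. Mki67 had the smallest p, with a log2 fold change of -0.67. The list passed camera (adjusted p = 1.3e-07) and fry (adjusted p = 5.5e-04) but not with an estimated correlation (adjusted p = 0.122). No biological explanation besides STZ treatment was tested.

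S-phase genes lay at the threshold of camera (adjusted p = 0.052, and 0.0148 to 0.386 over the alternatives that used camera). Of 19 tested, 2 were higher and 9 lower with an adjusted p-value under 0.05, and Tyms, with the smallest p, had a log2 fold change of 0.52. The list passed camera as lower with no filter (adjusted p = 0.0148), at least 0.5 CPM in 1 sample (adjusted p = 0.0372), library size only (adjusted p = 0.0365), the upper quartile (adjusted p = 0.0414), without Control replicate 1 (adjusted p = 0.0222) and without Control replicate 2 (adjusted p = 0.0405). Integrated stress response genes did not pass camera (adjusted p = 0.438), with 8 of 12 higher and 2 lower, and Psat1, with the smallest p, at -0.94. Both passed fry (adjusted p = 0.0123 and 0.0452), which does not compare a list with the other genes.

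Because STZ alkylates DNA, genes of base excision repair were tested as a set for a joint change with STZ. The list also held Mgmt, a repair gene outside that pathway, and the set was not tested without it. Ung, among the 5 largest falls, was left out of the list because its value had been seen. Limma's camera, a model across genes and not an exact test, gave p = 0.825. Of the 12 tested, 2 were higher, Mgmt and Xrcc1, and 5 lower with an adjusted p-value under 0.05. That threshold was passed by 50.9% of all genes tested. Because members went both ways, a test of a joint direction does not decide whether these genes respond to STZ. Mgmt, at 1.25, and Xrcc1, at 0.75, rose, while Parp1, at -0.42, fell; these were chosen after their values were seen.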
